# Transcriptome Profiling of Embryonic Retinal Pigment Epithelium Reprogramming

**DOI:** 10.3390/genes12060840

**Published:** 2021-05-29

**Authors:** Jared A. Tangeman, Agustín Luz-Madrigal, Sutharzan Sreeskandarajan, Erika Grajales-Esquivel, Lin Liu, Chun Liang, Panagiotis A. Tsonis, Katia Del Rio-Tsonis

**Keywords:** retina, RPE, reprogramming, EMT, RNA-seq, LCM

## Abstract

The plasticity of human retinal pigment epithelium (RPE) has been observed during proliferative vitreoretinopathy, a defective repair process during which injured RPE gives rise to fibrosis. In contrast, following injury, the RPE of the embryonic chicken can be reprogrammed to regenerate neural retina in a fibroblast growth factor 2 (FGF2)-dependent manner. To better explore the mechanisms underlying embryonic RPE reprogramming, we used laser capture microdissection to isolate RNA from (1) intact RPE, (2) transiently reprogrammed RPE (t-rRPE) 6 h post-retinectomy, and (3) reprogrammed RPE (rRPE) 6 h post-retinectomy with FGF2 treatment. Using RNA-seq, we observed the acute repression of genes related to cell cycle progression in the injured t-rRPE, as well as up-regulation of genes associated with injury. In contrast, the rRPE was strongly enriched for mitogen-activated protein kinase (MAPK)-responsive genes and retina development factors, confirming that FGF2 and the downstream MAPK cascade are the main drivers of embryonic RPE reprogramming. Clustering and pathway enrichment analysis was used to create an integrated network of the core processes associated with RPE reprogramming, including key terms pertaining to injury response, migration, actin dynamics, and cell cycle progression. Finally, we employed gene set enrichment analysis to suggest a previously uncovered role for epithelial-mesenchymal transition (EMT) machinery in the initiation of embryonic chick RPE reprogramming. The EMT program is accompanied by extensive, coordinated regulation of extracellular matrix (ECM) associated factors, and these observations together suggest an early role for ECM and EMT-like dynamics during reprogramming. Our study provides for the first time an in-depth transcriptomic analysis of embryonic RPE reprogramming and will prove useful in guiding future efforts to understand proliferative disorders of the RPE and to promote retinal regeneration.

## 1. Introduction

The retinal pigment epithelium (RPE) is a monolayer of pigmented cells located between the neural retina and choriocapillaris and constitutes the outer blood-retinal barrier. As such, the RPE plays an important role in visual disorders and has received special attention for its regenerative potential following retinal cell loss [1,2,3,4,5]. In humans, RPE plasticity has been observed during pathological conditions such as proliferative vitreoretinopathy (PVR), a defective repair process that leads to visual impairment [6]. The pathophysiology of PVR is a multifactorial process in which RPE cells dedifferentiate, shed epithelial characteristics, and acquire a mesenchymal phenotype in a process known as epithelial-mesenchymal transition (EMT) [7]. PVR can be incited as a repair mechanism following acute trauma, such as retinal detachment, but instead of regenerating lost retina, the RPE attempts wound repair via scar formation, ultimately resulting in visual impairment [6].

Mammalian RPE can generate neuronal or retinal cells under certain conditions. Between embryonic days 12 and 13, rodent RPE can be reprogrammed in vitro to form neural retina when treated with fibroblast growth factor 2 (FGF2) [8,9]. Similarly, human fetal RPE cells are able to proliferate and generate RPE stem-like cells that can be differentiated into RPE cells, rod photoreceptors, and mesenchymal lineages [10]. Moreover, RPE from adult humans can be reprogrammed with small molecules in vitro to form neuron-like cells that synthesize dopamine [11]. Together, the observations that human RPE responds to injury by undergoing EMT, as well as the capacity for fetal RPE cells to differentiate to retinal neurons, suggest that mature mammalian RPE may retain some capacity for producing neural retina. However, whether there is a specific combination of factors and conditions that can efficiently reprogram mature human RPE to retinal neurons remains unknown. 

The limited plasticity observed in mammals stands in contrast to organisms such as urodele amphibians and the chick embryo (Gallus gallus), which have the ability to fully regenerate their retina after damage [4,12,13,14]. The embryonic chick can regenerate its retina between embryonic day (E) 4–4.5 (Hamburger and Hamilton (H & H) stages 23–25) by reprogramming RPE cells into retinal progenitors that are capable of generating all major retinal cell types [4,12,15,16,17]. RPE reprogramming in the chick has been characterized at the molecular level in 3 distinct phases [18]. Phase I of RPE reprogramming can be incited by surgical retina removal (retinectomy) alone and occurs within 6 h of injury. During this phase, RPE cells dedifferentiate and transiently reprogram by up-regulating pluripotency-associated factors and eye field transcription factors, while simultaneously repressing RPE identity genes. However, RPE reprogramming stalls in Phase I unless an exogenous reprogramming-inducing factor, such as FGF2, is introduced at the time of retinectomy. In the presence of FGF2, these transient changes in gene expression are augmented and sustained, committing the RPE to reprogram. Importantly, we have previously shown that the RPE remains non-proliferative during Phase I, and only in the presence of FGF2 is the RPE able to proceed to a proliferative stage in Phase II [18]. During this phase, the onset of proliferation can be observed by 24 h post-retinectomy (PR), and a new neuroepithelium containing a pool of retinal progenitor cells forms within 3 days PR. Finally, during Phase III, the differentiation of retinal cells takes place within 7 days PR [15,18].

A number of different factors and pathways have been implicated in chick RPE reprogramming, but the central mechanisms underlying this process remain unclear. For instance, FGF2 induces RPE reprogramming through activation of the mitogen-activated protein kinase (MAPK) pathway, leading to the induction of the eye field transcription factor PAX6 and suppression of the RPE marker MITF [15,19]. Moreover, the induction of ectopic SHH signaling in the RPE can inhibit reprogramming by protecting the RPE identity [15]. Inhibition of β-catenin/LEF/TCF transcriptional activity is sufficient to induce RPE reprogramming, even in the absence of FGF2, demonstrating that a decrease in canonical WNT signaling occurs during reprogramming [20,21]. RPE cells can be reprogrammed in vitro at later stages (HH Stage 28–31) by using combined treatment with FGF2 and TGFβ inhibitors, suggesting that signaling by TGFβ family members also exert an active role in promoting RPE differentiation [9,22]. More recently, we demonstrated that the epigenetic landscape of RPE is dynamic during reprogramming, including histone modifications (H3K27me3/H3K4me3) and changes in DNA methylation profile, and that overexpression of DNA demethylation enzyme *TET3* is sufficient to reprogram RPE [23]. Despite efforts to characterize the various pathways which govern RPE identity, there has not been a study to date characterizing the global changes in gene expression, which occur during embryonic RPE reprogramming.

The intimacy of the RPE with surrounding tissues such as extraocular mesenchyme and retina has impeded efforts to profile the in-situ transcriptome associated with RPE reprogramming. Compounding this problem, we previously demonstrated that retinectomy leads to rapid changes in the transcriptome and epigenetic profile of the injured RPE cells, underscoring the need for tissue isolation techniques that do not introduce injury signals that may confound the analysis [18,23]. In order to avoid the use of dissociation protocols that could mask crucial processes, such as those influenced by cell-ECM interactions, we performed Laser Capture Microdissection followed by bulk RNA-sequencing (LCM-RNAseq). LCM-RNAseq allows for the capture of a precise and pure population of RPE cells without the disruption of the local tissue microenvironment, preserving the native transcript profile. In this study, we employed LCM-RNAseq to analyze the global transcriptome associated with early (Phase I) RPE reprogramming. We investigated the intact RPE as well as the transiently reprogrammed RPE (t-rRPE), which represents RPE 6 h following retinectomy, and reprogrammed RPE (rRPE), which represents RPE 6 h following retinectomy, additionally treated with FGF2. We identified a number of genes in the t-rRPE which have been previously associated with retinal injury, as well as novel processes associated with transient reprogramming, such as the induction of neural development genes and the suppression of proliferation-associated transcripts. In the rRPE, we identified a number of FGF-responsive genes and transcription factors which drive RPE reprogramming, as well as uncover previously unknown roles for EMT and extracellular matrix (ECM) remodeling in facilitating the early transition from RPE to neural retina progenitor.

## 2. Materials and Methods

### 2.1. Chick Embryos and Surgical Procedures

White Leghorn chicken eggs from Michigan State University were incubated in a humidified rotating incubator at 38 °C. At embryonic day 4 (H&H Stage 24), retinectomies were performed as previously described [15], and FGF2-soaked beads were introduced to the eye cup of embryos in the rRPE condition. Embryos were collected at 6 h PR and processed for LCM collection. 

### 2.2. Laser Capture Microdissection (LCM)

LCM collection was performed as previously described [18,24]. Briefly, embryos were collected and infiltrated with a sucrose gradient at 4 °C followed by 2:1 25% sucrose: OCT compound (Sakura Finetek, Torrance, CA, USA) for 1 h and snap-frozen in dry ice and methylbutane. Cryosections (12 μm) were collected on PEN Membrane Frame Slides (ThermoFisher Scientific, Waltham, MA, USA) followed by fixation in 70% ethanol at −20 °C for 30 sec. Slides were rehydrated in 4 °C DEPC-treated water for 30 s, stained with he-matoxylin (Millipore Sigma, Burlington, MA, USA) for 10 s, and dehydrated in a 70%, 95%, and 100% ethanol gradient for 30 s each. LCM was performed using a Veritas Laser Capture Microdissection system and software to collect RNA samples for library prepara-tion as described previously [18]. RPE was isolated from sections using IR capture and UV dissection on CapSure HS LCM Caps (ThermoFisher Scientific, Waltham, MA, USA), and total RNA extraction was performed using PicoPure RNA Isolation Kit (Applied Biosys-tems, Waltham, MA, USA), including a treatment with DNase I (RNase-Free DNase Set, Qiagen, Hilden, Germany). The quality and quantity of RNA were determined using Ag-ilent RNA 6000 pico kit (Thermo Fisher, Waltham, MA, USA) on the Agilent 2100 Bioana-lyzer.

### 2.3. mRNA Enrichment and RNA Sequencing Library Preparation

Total RNA was processed for library construction by Cofactor Genomics (St. Louis, MO, USA) according to the following procedure. Briefly, total RNA was reverse-transcribed using an Oligo(dT) primer, and limited cDNA amplification was performed using the SMARTer Ultra Low Input RNA Kit for Sequencing—v4 (Takara Bio, Shiga, Japan). The resulting full-length cDNA was fragmented and tagged, followed by limited PCR enrichment to generate the final cDNA sequencing library (Nextera® XT DNA Library Prep, Illumina, San Diego, CA, USA). Libraries were sequenced as single-end 75 base pair reads on the Illumina NextSeq500 per the manufacturer’s instructions.

### 2.4. Mapping of RNA-Seq Reads to the Chicken Genome

A total of 44–68 million single-end 75 bp reads were processed for each of 9 RNA-seq samples. Read quality was assessed using FastQC v0.11.8 and MultiQC v1.8 [25,26]. Reads were quality trimmed and adapter sequences removed using Trim Galore v0.6.1 and Cutadapt v1.18 with the parameters: --stringency 3 --length 36 [27,28]. Trimmed reads were aligned to *Gallus gallus* genome assembly GRCg6a using STAR v2.7.3, and splice sites were incorporated from Ensembl annotation 98 [29,30]. Aligned reads were sorted with Samtools v1.9 [31]. Quantification of transcripts was performed with Stringtie v2.0.4 using parameters and -A -C -B -e for unstranded libraries, and counts were summarized at the gene level [32].

### 2.5. Data Filtration and Differential Expression Testing

The resulting gene count matrix from Stringtie was passed to DESeq2 v1.22.2 for differential expression testing [33]. Low coverage genes were discarded from analysis (combined counts <20), and apeglm shrinkage of log2 fold change estimates were applied during differential expression testing [34]. Differentially expressed genes (DEGs) were defined as |log2(fold change)| ≥1 and adjusted *p*-value ≤ 0.05. All expression values are displayed in DESeq2 normalized counts or transcripts per million (TPM), as specified in the figures. The PCA analysis was performed on the DESeq2 normalized gene count matrix. Genome browser visualizations were rendered with the Integrative Genomics Viewer, using bam files normalized to TPM with the bamCoverage function of deepTools2.0 [35,36].

### 2.6. Clustering and Pathway Enrichment Analysis

Genes meeting the DEG criteria were clustered using affinity propagation clustering with the R package APCluster [37,38]. DEGs associated with pairwise comparisons or identified clusters were analyzed with g:Profiler for pathway enrichment analysis [39]. Enrichment results with adjusted *p* ≤ 0.05 and less than 2000 total term genes were included in the analysis. Gene Set Enrichment Analysis was performed using GSEA v4.0.3 [40,41]. EMT genes were obtained from dbEMT 2.0, a curated database of EMT-associated genes [42]. Chicken orthologs were identified using BioMart, yielding a final list of 839 EMT-associated genes. ECM-associated terms were obtained from the matrisome gene sets, and Gallus gallus Ensembl IDs were obtained for available orthologs using BioMart [43]. Figures were generated in the R environment, as well as using Cytoscape v3.7.2 [44,45].

## 3. Results

### 3.1. LCM-RNAseq of the Early Reprogrammed RPE

In order to analyze changes in the transcriptome during the early stages (Phase I) of RPE reprogramming, we performed LCM-RNAseq. For the analysis, we considered that the RPE was in close proximity with other tissues, such as the developing retina and extraocular mesenchyme. Additionally, previous studies have demonstrated the importance of the ECM during retina development and regeneration, as well as interactions between the RPE and Bruch’s membrane which influence RPE behavior and differentiation [3,6,46,47]. Therefore, to avoid disruptive tissue isolation protocols that may mask crucial processes, as well as to isolate a precise and pure population of RPE cells, we performed laser capture microdissection followed by RNA-seq (LCM-RNAseq) (Figure 1a) [48]. RPE cells from 12 µm-serial tissue sections (~*n* = 30) of 9 embryos (3 for each condition) were obtained from: (1) un-injured RPE at embryonic day 4 of development; (2) transiently reprogrammed RPE (t-rRPE) 6 h PR; and (3) reprogrammed RPE (rRPE) 6 h PR, with the addition of an FGF2-soaked bead immediately after retinectomy (Figure 1a,b). For rRPE, only RPE in the immediate proximity of an FGF2-soaked bead was targeted for laser capture. The 6 h PR time point encompassed Phase I of chick RPE reprogramming, representing an acute response to retinal injury during which t-rRPE and rRPE remain non-proliferative (BrdU-negative, p27Kip1-positive), as we have previously shown [18]. 

Total RNA extraction yielded ~10 ng of RNA for each sample and was used to generate libraries for low-input poly-A enrichment RNA sequencing. 

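RNA of laser-captured RPE from 9 embryos was compared, 3 embryos for each of intact RPE, t-rRPE and rRPE. The authors aligned the reads to the chicken genome, counted them over annotated genes and divided them by 1 DESeq2 size factor for each library, giving the normalized counts used here for 16635 genes. Whole reads were recovered for every one of these values, with 1 read worth 0.768 to 1.303 normalized counts. For testing, 16535 genes with a summed normalized count of at least 20 were taken as log2(normalized count + 1) and fitted with limma with a trend in 1 model over all 9 libraries. DEGs were called with the thresholds of the paper on adjusted p and fold change. Fold changes are given on this log2(value + 1) scale. Where every library of a group held at most 3 reads, a lower bound is given instead. This bound is the mean normalized count of the other group over 3 reads, and it is not on the log2(value + 1) scale. Normalized counts are given as mean ± SD (n = 3), or as replicates 1, 2 and 3 in order where leaving out 1 of them moved the mean by over 1.5 times. In simulated counts with 200 changed genes of 14640, limma recovered 93 with 7 false calls, against 86 and 3 for edgeR. DESeq2 without shrinkage, given 15229 genes, recovered 122 of the 200 with 88 false calls, and 118 with 22 under its normal prior. This was a single simulation, drawn with dispersions estimated by edgeR, and DESeq2 was run there without the filter on low counts. It therefore does not measure the share of false calls of the paper's test.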

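Reads assigned to genes, as recovered from the normalized counts, came to 36418116, 44995956 and 45563924 in RPE, 32877434, 37645865 and 26167206 in t-rRPE and 33553099, 32346059 and 33805965 in rRPE (replicates 1, 2 and 3). Between 13327 and 14077 of the 16635 genes held at least 1 read in a library. The 10 most abundant genes took 6.5 to 8.4% of the counts of a library. These totals count only reads on genes, a smaller base than the sequenced reads of the paper.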

Bulk RNA-seq resulted in 44.5−67.5 million high-quality reads per sample with a genomic alignment rate of 91.5–94% (Figure S1). 

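On log2(normalized count + 1) over all genes tested, the 3 conditions took up 32.1% of the summed squared distances (pseudo-F 1.415). This labelling separated the libraries most among the 280 ways of forming 3 groups of 3 (exact p = 0.00357, the smallest reachable). The untransformed normalized counts moved this value most, to a pseudo-F of 2.873 and 48.9% (exact p = 0.00714). With 1 library left out the exact p ran from 0.00357 to 0.01429. Principal component 1 held 18.4% of the variance, with scores of -138.7, -105.5 and -91.7 for RPE, 34.6, 34.7 and 76.7 for t-rRPE, and 56.8, 67.8 and 65.3 for rRPE. Components 2 and 3 (15.5% and 14.2%) were led by single t-rRPE libraries, replicate 1 at -174.0 and replicate 2 at -165.2.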

A three-dimensional representation of Principal Component Analysis (PCA) using normalized gene expression counts showed the samples forming three distinct clusters (Figure S2a). In addition, unsupervised clustering of total normalized gene expression confirmed congruence among biological replicates (Figure S2b). 

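Correlations of log2(normalized count + 1) between libraries had a median of 0.88 within RPE (0.878 to 0.91), 0.864 within t-rRPE (0.856 to 0.865) and 0.895 within rRPE (0.891 to 0.901). Between groups the medians were 0.856 for t-rRPE and RPE, 0.867 for rRPE and RPE, and 0.87 for rRPE and t-rRPE. Of the 9 libraries, 6 had their closest library in their own group. The other 3 were the t-rRPE libraries, each closest to an rRPE library (0.868, 0.872 and 0.892 for replicates 1, 2 and 3). Cut into 3 branches, the tree held the RPE libraries together, placed t-rRPE replicates 2 and 3 with the rRPE libraries, and left t-rRPE replicate 1 alone.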

The genomic distribution of reads among the conditions was similar, with the majority of reads (64−69%) mapped to annotated genic regions of the *Gallus gallus* genome (Figure S2c). An additional 22−26% of reads aligned to unannotated genomic regions, with another 3.52−3.95% of reads multi-mapping, 1.7−1.8% aligned to ambiguous features, and only 3.0−3.8% unaligned (Figures S1c and S2c). 

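For *GAPDH*, normalized counts were 135468 ± 25462 in RPE, 155967 ± 37274 in t-rRPE and 164817 ± 28140.3 in rRPE, with log2 fold changes of 0.19 (SE 0.19, adjusted p = 0.711) for t-rRPE and 0.28 (SE 0.19, adjusted p = 0.641) for rRPE against RPE. For *SDHA* they were 5118 ± 1303, 4698 ± 625 and 4696 ± 186, with -0.10 (SE 0.20, adjusted p = 0.885) and -0.09 (SE 0.20, adjusted p = 0.91). Adjusted p for *GAPDH* and *SDHA* ran from 0.259 to 0.945 over the other settings. The direction of *SDHA* in t-rRPE turned without RPE replicate 3 (log2 fold change 0.06). The direction of *SDHA* in rRPE turned without RPE replicate 3 (log2 fold change 0.07). A list of 15 housekeeping genes, 2 of them named by the paper, had a median log2 fold change of -0.02 in t-rRPE (camera adjusted p = 0.106) and -0.09 in rRPE (adjusted p = 0.594) against RPE. None of its genes passed the threshold in either comparison (0 called, 2 and 1 at an unadjusted p of at most 0.05).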

Following TPM normalization, housekeeping genes GAPDH and SDHA showed uniform coverage and consistent expression across samples, reflecting unbiased amplification between libraries and suitable post-sequencing normalization measures (Figure S2d; Supplementary Files S1–S3). Consistent with previous results, we observed the down-regulation of RPE marker *MITF* in the t-rRPE and rRPE, as well as the up-regulation of retinal progenitor genes *ASCL1* and *VSX2* in the t-rRPE and rRPE, although *VSX2* was only modestly increased in the t-rRPE (log2[fold change] = 0.78, adjusted *p* = 0.08) (Figure 1c,d and Figure S2d; Supplementary Files S1 and S2) [18]. 

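*MITF* went from 5233 ± 1146 in RPE to 2176 ± 672 in t-rRPE (log2 fold change -1.29, SE 0.28, adjusted p = 0.0741) and fell to 1519.8 ± 356 in rRPE (log2 fold change -1.78, SE 0.28, adjusted p = 0.014). Of the other ways of testing, which were other offsets, filters, scalings and models, unshrunken DESeq2 on the recovered reads moved the result in t-rRPE most, calling *MITF* there (adjusted p = 0.0011; 0.0011 to 0.268 over the other settings). *MITF* in rRPE was not called in 6 of 9 fits with 1 library left out, with an adjusted p of 0.101 without rRPE replicate 1 and of 2.4e-07 to 0.101 over the other settings.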

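For rRPE against t-rRPE the log2 fold change was -0.50 (SE 0.28, adjusted p = 0.626) for *MITF*, which limma did not call. Over all genes tested, the fold changes of t-rRPE and rRPE against the same RPE libraries correlated at 0.595. Both comparisons share those libraries, which alone makes them correlate. In 50 simulations without any difference the value was 0.216 to 0.265. These simulations drew t-rRPE and rRPE around the observed RPE means and so left out the sampling error of the shared libraries. Their values are therefore too low a reference, and whether 0.595 exceeds the shared part cannot be judged. Of the DEGs, 53 were shared by t-rRPE and rRPE, all in the same direction. Another 58 were called only in t-rRPE and 117 only in rRPE. The same sign of change was found for 68.0% of genes, against 57.2 to 58.5% in the simulations, which have the same limit. Adjusted p for *MITF* in rRPE against t-rRPE ran from 0.525 to 0.758 over the other settings.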

Changes in expression of cell identity markers *MITF*, *ASCL1*, and *VSX2* in the t-rRPE, as well as the close spatial proximity of t-rRPE and rRPE in the PCA, lend further support for a model of RPE reprogramming which is partially initiated by retinectomy, even in the absence of exogenous FGF2 (Figure 1c,d and Figure S2a,d).

We next turned our attention to differential expression testing in order to identify genes regulated during early RPE reprogramming. To conduct differential expression testing, we used the R package DESeq2 and defined differentially expressed genes (DEGs) by the cutoff criteria of |Log2(Fold Change) | ≥1 and adjusted *p*-value ≤0.05 [33,34]. To summarize each of the pairwise comparisons, we constructed MA plots displaying each gene’s log fold change plotted against average expression, revealing no readily apparent biases in log fold change estimates and highlighting the distribution of genes with an adjusted *p*-value ≤0.05 in red (Figure S2e). 

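In 10 equal bins of genes ordered by mean expression, the median log2 fold change ran from -0.113 to 0.147 for t-rRPE and from -0.052 to 0.114 for rRPE against RPE, and from -0.031 to 0.324 for rRPE against t-rRPE. The SD of the fold changes was largest in the lowly expressed 3rd bin (2.54, 2.59 and 2.27) and 0.44, 0.45 and 0.33 in the highest bin. The lowest bin held 0 DEGs in each comparison, and the 9th bin held 19 in t-rRPE and 39 in rRPE.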

Using this method, we identified in the t-rRPE and rRPE, 296 and 363 DEGs, relative to intact RPE, respectively; another 127 DEGs were identified between t-rRPE and rRPE. These DEGs were used for further analysis in the subsequent sections (Supplementary Files S1–S3).

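By limma, 111 of 16535 genes were DEGs in t-rRPE and 170 in rRPE relative to intact RPE, and 9 between rRPE and t-rRPE. At an unadjusted p of at most 0.05 the counts were 2053, 1984 and 1540. Non-overlapping groups of 3 libraries were found for 15.1, 18.6 and 12.5% of genes, where chance gives 10%, and for every DEG. The count model moved the totals most, with 515, 577 and 231 DEGs in unshrunken DESeq2, while edgeR gave 48, 101 and 6. Of the limma DEGs, unshrunken DESeq2 shared 110, 162 and 9. Relabelling the libraries of each pair of groups in all 10 ways gave the most DEGs for the real labels, against at most 1, 0 and 6 for the others. Without rRPE replicate 1 the counts were 0, 0 and 0 (1847, 1663 and 1225 at the unadjusted threshold). Without t-rRPE replicate 3 they were 0, 107 and 0 (1861, 2061 and 1653). In t-rRPE against RPE, rRPE replicate 1 enters only the estimate of the spread, so leaving it out changes no fold change there.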

### 3.2. Injury-Responsive Genes Initiate Reprogramming and Suppress Proliferation in the t-rRPE

Of the 296 DEGs discovered in t-rRPE relative to intact RPE, we identified 175 up- and 121 down-regulated genes, which are summarized in a volcano plot with DEGs marked in red (Figure S3a). 

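Relative to intact RPE, 59 DEGs were up- and 52 down-regulated in t-rRPE, so 53.2% rose. In 26 of the 111, every library of one group held at most 3 reads. Only the adjusted p was decisive, since 116 genes passed it alone and 5365 genes reached the fold change threshold. The lowest adjusted p was 0.00202. With 1 library left out, from 0 (without rRPE replicate 1) to 56 (without t-rRPE replicate 1) were up-regulated and from 0 (without RPE replicate 2) to 53 (without t-rRPE replicate 1) down-regulated.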

A complete list of these injury-responsive DEGs is also provided (Supplementary File S1; Table S1). To visualize the top DEGs, we display heatmaps of the 25 down- and up-regulated genes, which exhibited the strongest evidence for differential expression, ranked by adjusted p-value (Figure 2a). 

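The largest rises among DEGs with a gene symbol in t-rRPE were those of *ASL1*, *CRYBA2*, *CRYAA*, *ASL2* and *BFSP1*. Among the largest falls, with normalized counts given for RPE and then t-rRPE, were those of *VTN* (152 ± 45.5 to 0 (every library), at least 38.9-fold lower, adjusted p = 0.025), *INKA2* (231 ± 65.3 to 0, 4.7 and 0, log2 fold change -6.99, SE 1.35, adjusted p = 0.0458), *FGF8* (134 ± 72 to 0 (every library), at least 34.3-fold lower, adjusted p = 0.028) and *SCARA5* (222 ± 58.9 to 9.8, 0 and 0, log2 fold change -6.62, SE 1.30, adjusted p = 0.0494). The calls of *VTN*, *INKA2*, *FGF8* and *SCARA5* in t-rRPE were lost in 5 to 8 of the 9 fits without 1 library. The adjusted p was 0.0615 to 0.11 without rRPE replicate 1 and 2.5e-07 to 0.25 over the other settings. In the fits without 1 library their log2 fold changes stayed between -7.82 and -6.05, so that the calls were lost and not the falls. These genes were ranked on the samples in which they are reported, so their fold changes are likely to run high.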

Interestingly, many of these genes have been previously associated with eye development, injury response, and retinogenesis across broad contexts. We briefly discuss below notable genes, which warrant further consideration in connection to RPE reprogramming.

Among the top 25 up-regulated genes, we identified *STRA6*, which encodes a protein associated with retinol metabolism in the RPE, as well as lens-associated genes such as the crystallins *CRYAA* and *CRYAB*, the filensin *BFSP1*, and the avian D-crystallin *ASL1* (Figure 2a) [49,50,51,52,53,54]. 

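*STRA6* rose from 3656 ± 678 in RPE to 15568 ± 3349.9 in t-rRPE (log2 fold change 2.08, SE 0.20, adjusted p = 0.00202), and *CRYAB* rose from 490.3 ± 190.4 in RPE to 4939.8 ± 3000.0 in t-rRPE (log2 fold change 3.14, SE 0.51, adjusted p = 0.0263). *CRYAA* rose from 9.6, 64.9 and 8.5 in RPE to 2646, 21424 and 12730.1 in t-rRPE (log2 fold change 8.90, SE 0.84, adjusted p = 0.00202), and *ASL1* rose from 13.5, 129.8 and 232 in RPE to 39430.0, 332972 and 160226 in t-rRPE (log2 fold change 10.72, SE 0.95, adjusted p = 0.00202). *BFSP1* rose from 0 (every library) in RPE to 35.8, 1041 and 749 in t-rRPE (at least 211-fold higher, adjusted p = 0.023). All libraries of t-rRPE lay above those of RPE for each of these genes, which 5% of genes would show by chance. *STRA6*, *CRYAA*, *CRYAB*, *BFSP1* and *ASL1* in t-rRPE lost their calls in 3 to 8 of the 9 fits that each left out 1 library (adjusted p of 0.0605 to 0.109 without rRPE replicate 1), and the adjusted p ran from 1.5e-29 to 0.195 over the other settings.

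**Figure D1:**
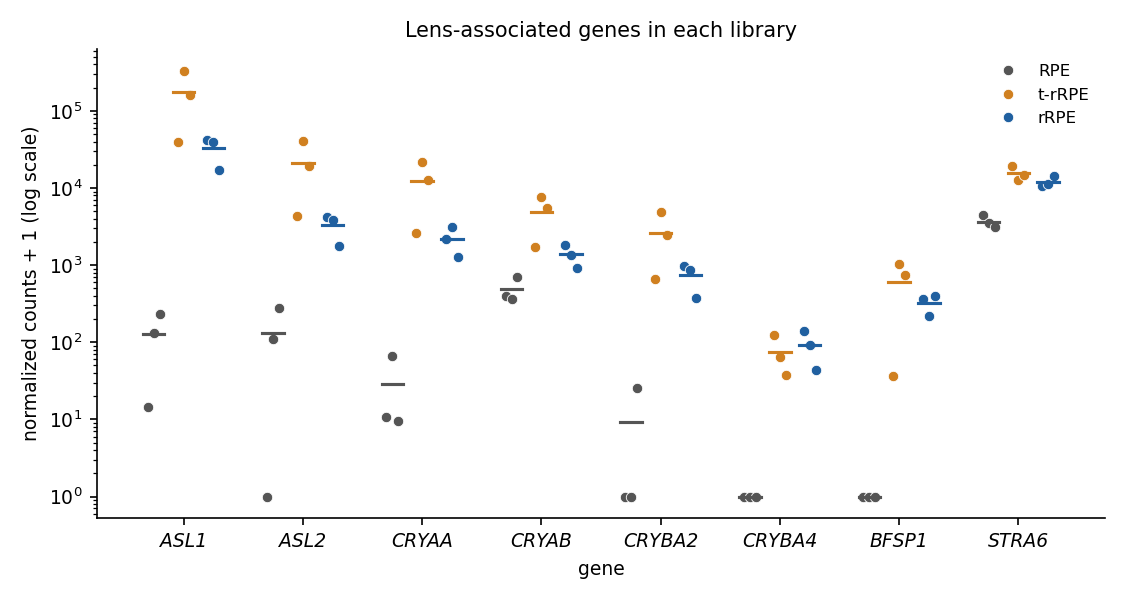
Normalized counts + 1 of 8 genes, lens-associated except for *STRA6*, on a logarithmic axis. Points are libraries and bars are group means (n = 3).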

Alpha crystallins *CRYAA* and *CRYAB* serve a dual role as heat shock proteins with anti-apoptotic effects and have been observed to be stress-responsive in human RPE in-vitro [55,56]. These findings may be reconciled with observations that RPE can form lentoid structures when maintained in culture conditions and may reflect a propensity for RPE to express genes associated with lens identity when placed in ectopic or otherwise stressful environments [57,58,59,60,61]. Similarly, we identified as a top up-regulated DEG *GADD45G*, which serves as a DNA repair factor that can promote cell cycle arrest under stressful conditions [62]. 

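*GADD45G* went from 533 ± 133 in RPE to 1494 ± 562 in t-rRPE (log2 fold change 1.44, SE 0.42, adjusted p = 0.201), which limma did not call. *GADD45G* in t-rRPE reached an adjusted p = 0.026 and a call with DESeq2 without shrinkage, the full range of other settings being 0.026 to 0.39. In rRPE it was at 837 ± 419 (log2 fold change 0.56, SE 0.42, adjusted p = 0.695, with 0.567 to 0.728 over the other settings).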

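*CDC14A* rose from 2132 ± 188 in RPE to 4863 ± 246 in t-rRPE (log2 fold change 1.19, SE 0.18, adjusted p = 0.0207), and it was at 3049 ± 509 in rRPE (log2 fold change 0.51, SE 0.18, adjusted p = 0.273). *CDC14A* in t-rRPE was no longer called in 5 of 9 fits with 1 library left out at a time, the adjusted p reaching 0.0615 without rRPE replicate 1; other settings gave 4.7e-08 to 0.112.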

The dual-specificity phosphatase (DUSP) *CDC14A* which not only counteracts MAPK signaling but also plays a direct role in DNA repair and exit from mitosis, further displayed potent up-regulation [63,64,65]. Together, these results highlight a number of stress-responsive genes which may play determining roles in stalling cell cycle progression within the early t-rRPE, and potentially serve inhibitory roles to retina regeneration in the absence of FGF2.

In addition to the above injury-associated factors, we identified a number of up-regulated genes, which are involved in the formation of neural retina, lending further support to a model of RPE reprogramming, which is initiated by retinectomy alone. Among the top DEGs is *ASCL1* (Figure 2a and Figure S2d), encoding a transcription factor necessary for Müller glia reprogramming in mice and zebrafish; it has previously been demonstrated that the overexpression of *ASCL1* alone can reprogram chick RPE cell cultures to retinal neurons [66,67,68,69,70,71,72]. Moreover, the transcription factor-encoding gene *STAT3* was also induced in the t-rRPE after injury and has been shown to play an important role in neuroprotection and retina regeneration in mice, zebrafish, and birds (Supplementary File S1) [68,73,74,75,76,77,78,79]. It is possible that Müller glia and RPE reprogramming may share commonalities via ASCL1 or STAT3 regulatory mechanisms [75,79]. 

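*STAT3* went from 2816 ± 267 in RPE to 6130.0 ± 1653 in t-rRPE (log2 fold change 1.09, SE 0.24, adjusted p = 0.0779). *STAT3* in t-rRPE was called by unshrunken DESeq2 (adjusted p = 6.1e-04), within a range of 6.1e-04 to 0.3 over the other settings.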

AXIN2, a negative regulator of canonical WNT/TCF, is also up-regulated, further emphasizing the importance of decreasing WNT signaling for the initiation of RPE reprogramming (Supplementary File S1) [21,80,81,82,83,84]. Similarly, we identified the up-regulated gene Neuromedin-U (*NMU*), a neuropeptide, which is able to activate the extracellular signal-regulated kinase (ERK) pathway, as well as the transcription cofactors *BTG1* and *BTG2*, which are involved in neural precursor differentiation and the suppression of proliferation (Supplementary File S1; Figure 2a) [85,86,87]. Together, these observations highlight key shifts in known modulators of RPE and retinal identity immediately following retinectomy.

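*AXIN2* went from 154 ± 52.6 in RPE to 517 ± 44.9 in t-rRPE (log2 fold change 1.80, SE 0.50, adjusted p = 0.177). Its level in rRPE was 422 ± 168.8 (log2 fold change 1.42, SE 0.50, adjusted p = 0.261). Unshrunken DESeq2 called *AXIN2* in t-rRPE (adjusted p = 0.0133; 0.0133 to 0.244 over all other settings).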

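*NMU* rose from 0 (every library) in RPE to 117, 90.5 and 394 in t-rRPE (at least 69.5-fold higher, adjusted p = 0.0122). *BTG1* rose from 19350.1 ± 3506 in RPE to 40638 ± 6460.1 in t-rRPE (log2 fold change 1.07, SE 0.17, adjusted p = 0.0263), and *BTG2* rose from 1709 ± 312 in RPE to 5023 ± 993 in t-rRPE (log2 fold change 1.55, SE 0.24, adjusted p = 0.0206). Removing rRPE replicate 1 took *NMU*, *BTG1* and *BTG2* in t-rRPE out of the DEGs (adjusted p of 0.0615 to 0.0847), 5 to 9 of the 9 such fits did so in all, and the other settings spanned 1.0e-10 to 0.217.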

In order to glean more comprehensive insight into the biological functions regulated in the t-rRPE, we performed pathway enrichment analysis on the identified DEGs (Figure 2b,c). As expected, we found terms associated with lens and eye development to be highly enriched among our up-regulated genes (including *BFSP1*, *ASL1*, *ASL2*, *CRYBA4*, *CRYAA*, *CRYBA2*, *CRYAB*, *NTRK3*, and *STRA6*) (Figure 2b). 

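*ASL2* rose from 0, 110.3 and 281 in RPE to 4365, 40652 and 19032 in t-rRPE (log2 fold change 8.89, SE 1.64, adjusted p = 0.0396), and *CRYBA2* rose from 0, 0 and 24.6 in RPE to 653, 4850.1 and 2428 in t-rRPE (log2 fold change 9.39, SE 1.23, adjusted p = 0.0112). *CRYBA4* rose from 0 (every library) in RPE to 73.9 ± 44.2 in t-rRPE (at least 25.6-fold higher, adjusted p = 0.0458), and *NTRK3* went from 24, 97 and 309.7 in RPE to 1217 ± 568 in t-rRPE (log2 fold change 3.6, SE 0.88, adjusted p = 0.116). A hand-written list of 20 lens genes, 8 of them named by the paper, had a median log2 fold change of 4.48 in t-rRPE against RPE, or 4.01 with 6 genes near 0 held at their bounds. Of these genes 18 were higher, 11 above RPE in every library, and 7 were called over all genes tested against 12 adjusted over the list alone. The study reported several of them from these same samples. In a camera test against all other genes the adjusted p over 9 list tests was 4.1e-16. An offset of 5 moved the median most, to 3.12 (adjusted p = 2.1e-16), and the genes that the paper does not name had 3.22 (adjusted p = 0.000417). Of the 5 list tests at an adjusted p of at most 0.05, all 5 held under fry, and with estimated correlations only the EMT list in rRPE against RPE was lost (adjusted p = 0.062). Over the other settings the adjusted p of *ASL2*, *CRYBA2* and *CRYBA4* in t-rRPE spanned 1.1e-05 to 0.306, and their calls were lost in 7 to 9 of the 9 fits without 1 library (adjusted p of 0.0738 to 0.185 without rRPE replicate 1). A DESeq2 fit without shrinkage gave *NTRK3* in t-rRPE an adjusted p = 0.00461 and so a call, where the other settings together ran from 0.00461 to 0.343.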

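In t-rRPE, *KIAA0319* rose from 12.5, 0 and 3.1 in RPE to 184, 140.0 and 440.5 in t-rRPE (log2 fold change 5.89, SE 1.15, adjusted p = 0.0488), *TNC* went from 1673 ± 150.2 in RPE to 4686 ± 1574 in t-rRPE (log2 fold change 1.43, SE 0.34, adjusted p = 0.104), *JUN* went from 898 ± 288 in RPE to 2327 ± 888 in t-rRPE (log2 fold change 1.35, SE 0.32, adjusted p = 0.105) and *NREP* went from 11002 ± 983 in RPE to 24283 ± 7435 in t-rRPE (log2 fold change 1.10, SE 0.23, adjusted p = 0.0644). A list of 17 axon injury genes, 8 named by the paper, had a median log2 fold change of 1.10 (camera adjusted p = 1.7e-05 over 27 further list tests, 0.00256 with fry). Of its genes 14 were higher, and 1 was called over all genes tested against 7 adjusted over the list alone. The list was added after the data had been seen, and several of its genes were picked by the study on these samples. The call of *KIAA0319* in t-rRPE did not hold without rRPE replicate 1 (adjusted p of 0.126) and was lost in 9 of the 9 fits of this kind, against 1.4e-05 to 0.213 over the other settings. In DESeq2 without shrinkage *TNC*, *JUN* and *NREP* in t-rRPE passed the threshold (adjusted p of 2.6e-04 to 0.00294), while the range over the other settings was 2.6e-04 to 0.337.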

Interestingly, our up-regulated dataset was also associated with axon injury and regeneration, including the genes *KIAA0319*, *TNC*, *JUN*, and *NREP*, highlighting potential similarities between the injured RPE and neural injuries in other contexts (Figure 2b; Supplementary File S4) [88,89,90,91]. Arginine biosynthetic process is also highly enriched and could likely reflect the role of ASL family proteins as crystallins during avian lens development. 

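In rRPE relative to RPE, *ASL1* had a log2 fold change of 8.64 (SE 0.95, adjusted p = 0.00248), and *ASL2*, at 3276 ± 1338, one of 6.60 (SE 1.64, adjusted p = 0.0917). Across the 6 libraries of t-rRPE and rRPE the log2 of *ASL1* had an SD of 1.57, and the log2 ratio of *ASL2* to *ASL1* an SD of 0.13. Reads of such similar paralogs may be shared between them, so that the 2 genes count as 1 observation. Without rRPE replicate 1 the adjusted p of *ASL1* in rRPE was 0.0554, so that the call was lost there and in 3 of the 9 such fits altogether, with 4.3e-17 to 0.0398 over the other settings. Adjusted p for *ASL2* in rRPE ran from 0.046 to 0.316 over the other settings.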

Intrigued by these findings, we further examined our gene list using the Enrichr tool and the Jensen DISEASES database, and found high combined enrichment scores of our DEG set with a number of eye pathologies, including retinal detachment (Figure S3b) [92,93,94]. The extensive overlap between DEGs in the injured t-rRPE and genes associated with eye pathologies highlights the conserved and vital functions of many of the identified DEGs in maintaining eye physiology.

On the other hand, analysis of the 121 down-regulated DEGs bolsters the indication that cell proliferation is suppressed in the t-RPE. 

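*PCNA* fell from 7455 ± 679.6 in RPE to 2835 ± 516 in t-rRPE (log2 fold change -1.41, SE 0.25, adjusted p = 0.0355), and *E2F1* fell from 904 ± 335 in RPE to 134 ± 39.8 in t-rRPE (log2 fold change -2.74, SE 0.48, adjusted p = 0.0343). *MCM2* fell from 4733 ± 850.0 in RPE to 1461 ± 234 in t-rRPE (log2 fold change -1.69, SE 0.26, adjusted p = 0.0228), and *RRM2* fell from 7962 ± 263 in RPE to 2469 ± 1394 in t-rRPE (log2 fold change -1.84, SE 0.32, adjusted p = 0.0332). *CDK6* fell from 10991 ± 1443 in RPE to 4489 ± 1258 in t-rRPE (log2 fold change -1.32, SE 0.20, adjusted p = 0.0207). *PCNA*, *E2F1*, *MCM2*, *CDK6* and *RRM2* in t-rRPE were not called in 8 to 9 of 9 fits with 1 library left out, with an adjusted p of 0.0759 to 0.126 without rRPE replicate 1 and of 3.2e-07 to 0.228 over the other settings.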

Several of the top down-regulated DEGs are important regulators of cell cycle progression, including *PCNA*, *E2F1*, *MCM2*, *CDK6*, and *RRM2* (Figure 2a). The broad suppression of cell cycle-related functions was further emphasized in the pathway enrichment analysis, which includes terms largely related to DNA replication and cell migration, as well as related terms such as cell cycle DNA replication, mitotic DNA replication, and pre-replicative complex assembly (Figure 2c, Supplementary File S4). It is possible that the observed suppression of cell cycle-related transcripts plays a determining role in stalling the t-rRPE in a non-proliferative state and could prevent the t-rRPE from progressing past Phase I of reprogramming in the absence of FGF2. 

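A list of 59 DNA replication genes, 10 of them named by the paper, had a median log2 fold change of -1.09 in t-rRPE against RPE (quartiles -1.79 and -0.65), and 57 were lower. In 33 of them every t-rRPE library lay below every RPE library, where chance gives 5%. Of these genes 8 were called over all genes tested and 26 adjusted over the list alone. The camera adjusted p was 7.5e-27, and it was 0.0494 with the estimated correlation of 0.311 and 0.0108 with fry. Without the genes that the paper names the median was -0.83 (adjusted p = 4.7e-19). Their summed normalized counts were 195673, 173355 and 175045 in RPE and 78980, 132538 and 85337 in t-rRPE. A list of 46 G2 and M phase genes, added after the data had been seen, fell less (median log2 fold change -0.44, camera adjusted p = 1.0e-06), and it did not hold under fry (adjusted p = 0.368). From the cell cycle DEGs and these terms the paper reasons that proliferation is suppressed after retinectomy, and it proposes that this may stall t-rRPE in a non-proliferative state.

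**Figure D2:**
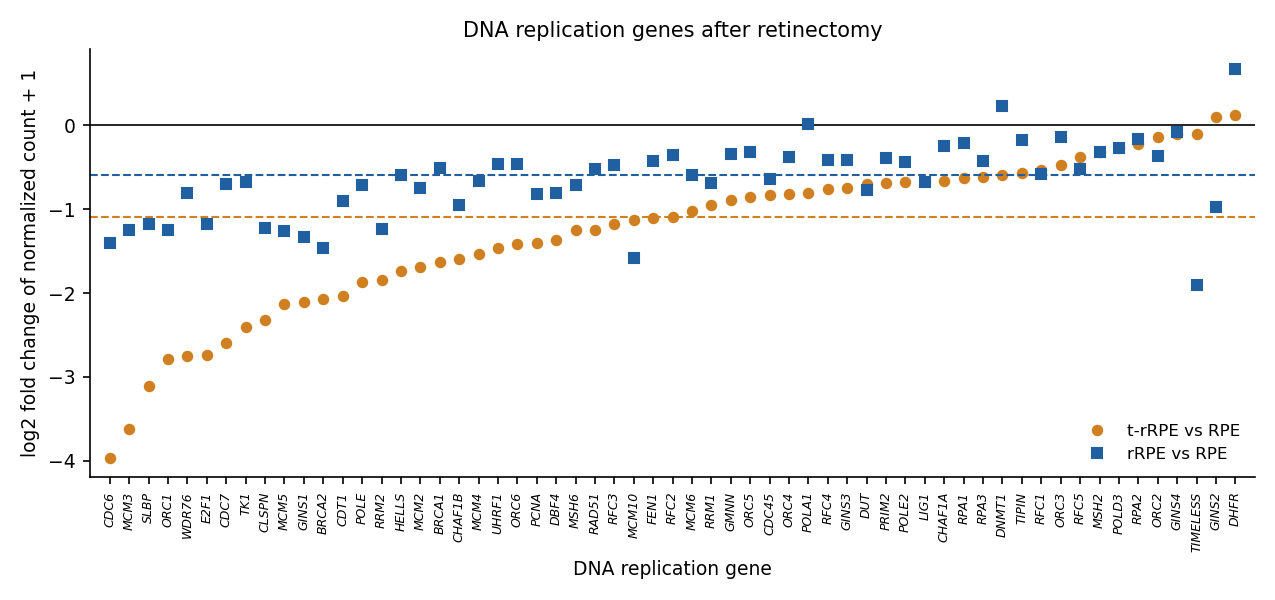
Log2 fold change of each of 59 DNA replication genes in t-rRPE (circles) and rRPE (squares) relative to RPE. Dashed lines are the medians of the list.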

Interestingly, enrichment analysis suggested that genes associated with cell migration and motility were also down-regulated in the t-rRPE, including the semaphorin *SEMA3G*, as well as many structural components, including fibronectin *FN1*, collagen *COL1A1*, and cadherin *CDH5* (Figure 2a,c, Supplementary File S4). Together, these results highlight a previously undescribed network of gene regulation that is incited by retinectomy, and reflects a dynamic regulation of RPE cell behavior that extends to proliferation, migration, and retinal identity.

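*SEMA3G* went from 2040.4 ± 969 in RPE to 242 ± 135 in t-rRPE (log2 fold change -3.14, SE 0.63, adjusted p = 0.054), and *CDH5* fell from 2618 ± 755 in RPE to 594 ± 222 in t-rRPE (log2 fold change -2.16, SE 0.36, adjusted p = 0.0271). *FN1* went from 7048 ± 233 in RPE to 2752 ± 1022 in t-rRPE (log2 fold change -1.42, SE 0.39, adjusted p = 0.168), and *COL1A1* went from 741 ± 397 in RPE to 118 ± 62.8 in t-rRPE (log2 fold change -2.63, SE 0.64, adjusted p = 0.113). The call of *CDH5* in t-rRPE was lost in 9 of the 9 fits without 1 library, where its log2 fold change stayed between -2.45 and -1.96. The adjusted p was 0.0759 without rRPE replicate 1 and 1.0e-06 to 0.122 over the other settings. *SEMA3G*, *FN1* and *COL1A1* in t-rRPE did pass in unshrunken DESeq2 (adjusted p of 3.1e-05 to 0.0117), the other settings running from 3.1e-05 to 0.42. Lists written to follow tissue near the RPE also fell in t-rRPE, a list of 27 endothelial genes (3 named by the paper) by a median log2 fold change of -1.68 (camera adjusted p = 5.5e-10 over 18 tests, 0.0165 with fry) and a list of 35 mesenchyme genes (6 named) by -1.65, or -1.48 with genes near 0 at their bounds (3.7e-05, 0.0191 with fry). With the estimated correlation neither passed (0.0599 each). Without RPE replicate 1 the mesenchyme median was -2.48 and without RPE replicate 3 -1.05.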

### 3.3. Transcriptome Changes in the Early rRPE reflect MAPK Signaling Activity and AP-1 Transcription Factors

We next sought to evaluate transcriptional changes, which occur during early reprogramming in response to combined injury and FGF2 treatment. Using the same parameters described above, we identified 100 down- and 263 up-regulated genes in the rRPE relative to the intact RPE (Figure S3c; Supplementary File S2; Table S2). To this end, we further displayed the top 25 down- and up-regulated genes, as ranked by adjusted p-value, in row-normalized heatmaps (Figure 3a). 

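Relative to intact RPE, 112 DEGs were up- and 58 down-regulated in rRPE, so 65.9% rose. In 36 of the 170, every library of one group held at most 3 reads. At the adjusted p alone 183 genes passed, the lowest value being 0.0011, and 5189 genes reached the fold change threshold. The paper's ranked table for this comparison was held as 1999 entries of 16635, and its copies for the other comparisons likewise, so that lists were not compared as sets. With 1 library left out, from 0 (without rRPE replicate 1) to 119 (without t-rRPE replicate 2) were up-regulated and from 0 (without rRPE replicate 1) to 70 (without t-rRPE replicate 1) down-regulated.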

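Among DEGs with a gene symbol in rRPE, the largest rises were those of *CXCL14*, *NMU* (at least 266-fold higher, adjusted p = 0.00248), *CCL4*, *ASL1* and *BFSP1* (at least 113-fold higher, adjusted p = 0.014). The largest fall was that of the W-linked *HINTW* (normalized counts of 128872, 102583 and 106839.5 in RPE and 0, 0 and 0 in rRPE, at least 36000-fold lower, adjusted p = 0.0461). Next came *INKA2* (5.1, 0 and 0 in rRPE, log2 fold change -6.96, SE 1.35, adjusted p = 0.0362), *FGF8* (0 (every library) in rRPE, at least 42.8-fold lower, adjusted p = 0.0196), *GHRL* (0 (every library) in rRPE, at least 28-fold lower, adjusted p = 0.0379) and *MYO18B* (0 (every library) in rRPE, at least 28.3-fold lower, adjusted p = 0.0289). *NMU*, *BFSP1*, *HINTW*, *INKA2*, *FGF8*, *GHRL* and *MYO18B* in rRPE lost their calls in 1 to 8 of the 9 fits that each left out 1 library (adjusted p of 0.0519 to 0.277 without rRPE replicate 1), and the adjusted p ran from 2.4e-15 to 0.218 over the other settings. These genes were ranked on the same samples, which is likely to enlarge their fold changes. The fall of *HINTW* may follow the sex of the embryos and not the treatment. Sex is given for no sample, and in t-rRPE *HINTW* stood at 147356, 0 and 0 (replicates 1, 2 and 3). Of 129 DEGs of rRPE matched to a chromosome, 13 were Z-linked and 2 W-linked.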

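*FGFR1* rose from 8559 ± 2014 in RPE to 25808 ± 1886 in rRPE (log2 fold change 1.61, SE 0.20, adjusted p = 0.00377). *FGFR4* went from 1018 ± 485 in RPE to 2641 ± 724 in rRPE (log2 fold change 1.48, SE 0.38, adjusted p = 0.101). *FGFR1* in rRPE was no longer called in 5 of 9 fits with 1 library left out at a time, the adjusted p reaching 0.0554 without rRPE replicate 1; other settings gave 3.7e-11 to 0.0735. *FGFR4* in rRPE reached an adjusted p = 0.0107 and a call with DESeq2 without shrinkage, the full range of other settings being 0.0107 to 0.306.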

Interestingly, we observed up-regulation of both *FGFR1* and *FGFR4* in the rRPE (Figure 3a; Supplementary File S2). We have previously shown that FGF2 acts through FGF receptors to stimulate the MAPK cascade, establishing that the FGF-FGFR-MEK-ERK pathway is necessary for the RPE reprogramming process [19]. In the same study, it was shown that blocking FGFR1/2 signaling during reprogramming leads to the reduced presence of PAX6, and also results in reduced proliferation of the rRPE at 24 h PR. The evidence presented here also implies that FGFR1 is regulated at the transcript level during reprogramming. 

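*FGFR3* fell from 15650.4 ± 2809 in RPE to 4627 ± 1156 in rRPE (log2 fold change -1.77, SE 0.21, adjusted p = 0.00314), and in t-rRPE it was at 9110.4 ± 1327 (log2 fold change -0.77, SE 0.21, adjusted p = 0.163). Removing rRPE replicate 1 took *FGFR3* in rRPE out of the DEGs (adjusted p of 0.0554), 4 of the 9 such fits did so in all, and the other settings spanned 1.7e-12 to 0.0586. Adjusted p for *FGFR3* in t-rRPE ran from 0.0144 to 0.441 over the other settings.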

Notably, we also identified *FGFR3* as a top down-regulated gene, further underscoring that FGF2 signaling entails the regulation of FGF receptor expression (Figure 3a).

Surprisingly, among our top up-regulated genes were four prominent members of the AP-1 transcription factor complex, *FOS*, *JUN*, *ATF3*, and *MAFA* (Figure 3a; Supplementary File S2). 

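*FOS* rose from 39.8 ± 21.2 in RPE to 926 ± 436 in rRPE (log2 fold change 4.55, SE 0.74, adjusted p = 0.0177), and *JUN* was at 3178 ± 557 in rRPE (log2 fold change 1.86, SE 0.32, adjusted p = 0.0236). *ATF3* went from 35.6, 0 and 99.1 in RPE to 1022 ± 232 in rRPE (log2 fold change 6.03, SE 1.32, adjusted p = 0.0595), and *MAFA* rose from 0 (every library) in RPE to 152 ± 82.9 in rRPE (at least 52.6-fold higher, adjusted p = 0.0481). Between rRPE and t-rRPE the log2 fold changes were 2.40 (SE 0.74, adjusted p = 0.337) for *FOS*, 0.50 (SE 0.32, adjusted p = 0.688) for *JUN*, 0.98 (SE 1.32, adjusted p = 0.862) for *ATF3* and 1.24 (SE 1.47, adjusted p = 0.833) for *MAFA*. Over the other settings the adjusted p of *FOS*, *JUN* and *MAFA* in rRPE spanned 1.2e-09 to 0.125, and their calls were lost in 6 to 8 of the 9 fits without 1 library (adjusted p of 0.0554 to 0.211 without rRPE replicate 1). *ATF3* in rRPE was called by unshrunken DESeq2 (adjusted p = 2.4e-04), within a range of 2.4e-04 to 0.246 over the other settings. Adjusted p for *MAFA* in rRPE against t-rRPE ran from 0.818 to 0.997 over the other settings. The direction of *MAFA* in rRPE against t-rRPE turned without t-rRPE replicate 1 (log2 fold change -0.32). A list of 22 immediate early genes, added after the data had been seen and with 10 of its genes named by the paper, had a median log2 fold change of 1.46 in rRPE against RPE (camera adjusted p = 9.4e-10, 0.00256 with fry, 20 higher) and of 0.31 in t-rRPE (adjusted p = 0.00889, 0.118 with fry). In rRPE 4 of its genes were called over all genes tested and 8 adjusted over the list alone.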

The expression of AP-1 subunits has been shown to be MAPK-inducible, and together can regulate a broad range of cellular functions ranging from proliferation to differentiation in a context-dependent manner [95]. AP-1 transcription factor activity is influenced by the available protein subunits, binding site accessibility, and the present intracellular environment. Future studies may clarify a role for AP-1 transcription factors during RPE reprogramming. 

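*SPRY1* went from 294 ± 100 in RPE to 1875 ± 431 in rRPE (log2 fold change 2.71, SE 0.93, adjusted p = 0.24), with 487 ± 399 in t-rRPE (log2 fold change -0.08, SE 0.93, adjusted p = 1). *SPRY4* went from 0 (every library) in RPE to 163 ± 109.7 in rRPE (at least 56.4-fold higher, adjusted p = 0.0724), with 33.6, 0 and 69.1 in t-rRPE (at least 11.9-fold higher, adjusted p = 0.393). Unshrunken DESeq2 called *SPRY1* and *SPRY4* in rRPE (adjusted p of 1.0e-04 to 0.00953; 1.0e-04 to 0.445 over all other settings). *SPRY1* and *SPRY4* were called without t-rRPE replicate 2 (adjusted p of 0.0221 to 0.0256). A DESeq2 fit without shrinkage gave *SPRY4* in t-rRPE an adjusted p = 0.00747 and so a call, where the other settings together ran from 0.00747 to 0.497. Adjusted p for *SPRY1* in t-rRPE ran from 0.757 to 1 over the other settings. The direction of *SPRY1* in t-rRPE turned without t-rRPE replicate 2 (log2 fold change 1.33). Unshrunken DESeq2 also placed it higher in t-rRPE (0.73).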

A number of other up-regulated genes were identified in the rRPE, which were not observed following retinectomy alone, such as tyrosine kinase signaling antagonists *SPRY1* and *SPRY4*, which control a wide range of biological functions such as metabolism and differentiation (Supplementary File S2) [96]. Two DUSP family members were also up-regulated, *DUSP1* and *DUSP5*, which have the capacity to regulate the activity and strength of MAPK signaling (Supplementary File S2) [97]. 

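*DUSP1* went from 874 ± 201 in RPE to 9321 ± 3833 in rRPE (log2 fold change 3.36, SE 0.71, adjusted p = 0.0504). *DUSP5* rose from 4413 ± 813 in RPE to 14127 ± 5424 in rRPE (log2 fold change 1.63, SE 0.25, adjusted p = 0.0132). The call of *DUSP5* in rRPE did not hold without rRPE replicate 1 (adjusted p of 0.0554) and was lost in 7 of the 9 fits of this kind, against 6.0e-08 to 0.121 over the other settings. In DESeq2 without shrinkage *DUSP1* in rRPE passed the threshold (adjusted p = 0.00111), while the range over the other settings was 0.00111 to 0.227. The fit without t-rRPE replicate 2 called *DUSP1* (adjusted p of 0.02).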

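*BMP2* went from 508 ± 167 in RPE to 1914 ± 264 in rRPE (log2 fold change 1.95, SE 0.65, adjusted p = 0.227). *BMP4* went from 1872 ± 343 in RPE to 4914 ± 1809 in rRPE (log2 fold change 1.35, SE 0.46, adjusted p = 0.233). Neither was called by limma. *BMP2* and *BMP4* in rRPE did pass in unshrunken DESeq2 (adjusted p of 0.0257 to 0.0305), the other settings running from 0.0257 to 0.46. Without t-rRPE replicate 2, *BMP2* passed the threshold (adjusted p of 0.0278).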

Interestingly, two members of the secreted ligands of TGF-β family were up-regulated, *BMP2* and *BMP4*, which is notable given the crucial role of BMP signaling in controlling the specification and identity of the RPE and neural retina (Supplementary File S2) [84,98,99,100]. Importantly, *SMAD6*, an inhibitory signal transducer of BMP and TGF-β signaling, was also up-regulated (Supplementary File S2) [101]. These observations suggest that the correct balance of BMP signaling is important for the specification of RPE and neural retina, and the mechanisms of action of BMPs might differ between development, injury response, and reprogramming contexts.

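*SMAD6* rose from 693 ± 38.8 in RPE to 2644 ± 704 in rRPE (log2 fold change 1.90, SE 0.30, adjusted p = 0.0155). In t-rRPE it was at 1096 ± 388 (log2 fold change 0.60, SE 0.30, adjusted p = 0.447). Without rRPE replicate 1 the adjusted p of *SMAD6* in rRPE was 0.0607, so that the call was lost there and in 6 of the 9 such fits altogether, with 2.5e-07 to 0.0735 over the other settings.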

In agreement with our previous study, we observed increased expression of *GADD45Β* in the rRPE, and it is possible that *GADD45B* regulates DNA methylation to facilitate the epigenetic reprogramming of RPE (Supplementary File S2) [23]. 

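*GADD45B* rose from 270.5 ± 61.8 in RPE to 1172 ± 348 in rRPE (log2 fold change 2.10, SE 0.37, adjusted p = 0.0236). In t-rRPE it was at 472 ± 20.5 (log2 fold change 0.83, SE 0.37, adjusted p = 0.394). *GADD45B* in rRPE was not called in 5 of 9 fits with 1 library left out, with an adjusted p of 0.0578 without rRPE replicate 1 and of 3.2e-07 to 0.0523 over the other settings. Adjusted p for *GADD45B* in t-rRPE ran from 0.219 to 0.453 over the other settings.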

As noted prior, and in agreement with previous studies, the neural retinal progenitor marker *VSX2* was identified as one of the top up-regulated DEGs in rRPE (Figure 3a) [18]. Of note, interleukin 6 signal transducer (*IL6ST*) was also up-regulated, which is associated with the signal transduction of several cytokines, including IL6 (Supplementary File S2). In this regard, we previously demonstrated that complement component C3a is sufficient to induce retina regeneration through activation of progenitor cells located in the ciliary margin via STAT3 activation, which in turn activates inflammation-responsive factors such as IL6 [76]. It is possible that IL6 acts in a paracrine mode to contribute to RPE reprogramming. 

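*IL6ST* rose from 333 ± 91.8 in RPE to 1301 ± 272 in rRPE (log2 fold change 1.98, SE 0.34, adjusted p = 0.0236). In t-rRPE it was at 697 ± 124.2 (log2 fold change 1.08, SE 0.34, adjusted p = 0.237). The call of *IL6ST* in rRPE was lost in 6 of the 9 fits without 1 library, where its log2 fold change stayed between 1.77 and 2.17. The adjusted p was 0.0578 without rRPE replicate 1 and 1.4e-06 to 0.0563 over the other settings. *IL6ST* in t-rRPE reached an adjusted p = 0.0471 and a call with DESeq2 without shrinkage, the full range of other settings being 0.0471 to 0.33.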

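*STAT3* was at 8462 ± 2116 in rRPE (log2 fold change 1.56, SE 0.24, adjusted p = 0.0131), and the log2 fold change between rRPE and t-rRPE was 0.47 (SE 0.24, adjusted p = 0.576). *STAT3* in rRPE lost its call in 6 of the 9 fits that each left out 1 library (adjusted p of 0.0554 without rRPE replicate 1), and the adjusted p ran from 6.0e-08 to 0.115 over the other settings. Adjusted p for *STAT3* in rRPE against t-rRPE ran from 0.49 to 0.758 over the other settings.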

Similar to the t-rRPE, *STAT3* remained up-regulated in the rRPE, and although STAT3 activity is largely regulated at the protein level, further studies are necessary to explore its function in this context (Supplementary Files S2 and S3).

As expected, pathway enrichment analysis identified a diverse set of overrepresented terms among the up-regulated genes in the rRPE, especially those related to phosphate metabolism and the MAPK cascade. Notable terms include regulation of MAPK cascade, regulation of the ERK1 and ERK2 cascade, and negative regulation of phosphate metabolic processes, which includes genes such as *SPRY4*, *PTPRO*, *ATF3*, *SOCS3*, *DUSP1*, *EZR*, *SPRY1*, *DUSP5*, and *PTN*. These observations further point toward activation of the MAPK cascade as a main driver of RPE cell proliferation and reprogramming. 

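*PTPRO* rose from 51.6 ± 31.8 in RPE to 2385 ± 1452 in rRPE (log2 fold change 5.49, SE 0.86, adjusted p = 0.014), and *EZR* rose from 767 ± 358 in RPE to 5467 ± 782 in rRPE (log2 fold change 2.96, SE 0.44, adjusted p = 0.0117). *SOCS3* rose from 0, 7.8 and 134 in RPE to 1233 ± 489 in rRPE (log2 fold change 6.77, SE 1.38, adjusted p = 0.0449), and *PTN* rose from 5039 ± 387 in RPE to 16139 ± 5287 in rRPE (log2 fold change 1.63, SE 0.33, adjusted p = 0.0449). A hand-written list of 27 MAPK feedback genes, 13 of them named by the paper, had a median log2 fold change of 1.35 in rRPE against t-rRPE, with 27 of 27 higher (camera adjusted p = 1.0e-12). In 15 of them every rRPE library lay above every t-rRPE library, against 5% by chance. Adjusted over all genes tested 0 were called (13 at an unadjusted p of at most 0.05), and 12 adjusted over the list alone. The genes that the paper does not name had 0.74 (adjusted p = 0.00502). Against RPE the list stood at 1.5 in rRPE (adjusted p = 1.6e-11, 0.0199 with fry) and 0.11 in t-rRPE (adjusted p = 0.594). *PTPRO*, *SOCS3*, *EZR* and *PTN* in rRPE were no longer called in 7 to 8 of 9 fits with 1 library left out at a time, the adjusted p reaching 0.0644 to 0.263 without rRPE replicate 1; other settings gave 1.3e-11 to 0.235. From these terms and genes the paper reasons that the MAPK cascade is a main driver of RPE proliferation and reprogramming.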

Interestingly, the rRPE was enriched for up-regulated genes associated with cell migration, cell motility, and cell population proliferation, indicating a trend toward the partial recovery of these processes with the addition of FGF2 (Figure 3b), as opposed to the t-rRPE, which displayed down-regulated genes associated with cell migration, motility, and proliferation (Figure 2c). 

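The 59 DNA replication genes had a median log2 fold change of -0.59 in rRPE against RPE (56 lower, camera adjusted p = 1.0e-10) and 0.56 in rRPE against t-rRPE (50 higher, adjusted p = 7.5e-09). Neither of these held under fry (adjusted p of 0.133 and 0.194), and 0 genes were called in each (13 and 14 at an unadjusted p of at most 0.05). Their summed normalized counts in rRPE were 123545, 152054 and 102116. For the migration genes named for t-rRPE, the log2 fold changes between rRPE and t-rRPE were 1.37 (SE 0.63, adjusted p = 0.544) for *SEMA3G*, -0.58 (SE 0.39, adjusted p = 0.707) for *FN1*, 1.05 (SE 0.64, adjusted p = 0.664) for *COL1A1* and -0.17 (SE 0.36, adjusted p = 0.927) for *CDH5*. Adjusted p for *SEMA3G*, *FN1*, *COL1A1* and *CDH5* in rRPE against t-rRPE ran from 0.315 to 0.976 over the other settings. The direction of *CDH5* in rRPE against t-rRPE turned without t-rRPE replicate 3 (log2 fold change 0.12). The g:Profiler terms of the paper were not computed here.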

Given this pattern, it is likely that the associated genes play indispensable roles in initiating a regenerative response in the injured RPE. The complete list of enriched pathways and their associated gene sets are included in Supplementary File S4. 

In contrast to the up-regulated gene set, *MITF* was among the top 25 down-regulated genes in the rRPE, reflecting the loss of RPE identity that is a defining feature of reprogramming (Figure 1c and Figure 3a). 

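Library by library, *MITF* stood at 3911, 5933 and 5855 in RPE and 1441, 1908 and 1210.5 in rRPE, without overlap. Its log2 fold change in rRPE ran from -1.98 to -1.63 with 1 library left out, and was -1.78 in edgeR (adjusted p = 0.0191) within a range of adjusted p of 2.4e-07 to 0.101 over the other settings. The highest adjusted p with 1 library left out was 0.126 without RPE replicate 2. A list of 30 RPE identity genes, 3 named by the paper, had a median log2 fold change of -0.45 in rRPE against RPE (camera adjusted p = 0.00227 over 18 tests, 0.101 with fry), and of 0.06 in t-rRPE (adjusted p = 0.469). In rRPE 21 of its genes were lower, 2 called over all genes tested and 6 adjusted over the list alone.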

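*FN1* was at 1970.3 ± 965 in rRPE (log2 fold change -2.0, SE 0.39, adjusted p = 0.0362), and *CDH5* was at 516 ± 128 in rRPE (log2 fold change -2.33, SE 0.36, adjusted p = 0.0131). Removing rRPE replicate 1 took *FN1* and *CDH5* in rRPE out of the DEGs (adjusted p of 0.0554 to 0.119), 5 to 9 of the 9 such fits did so in all, and the other settings spanned 3.9e-08 to 0.195. The list of 27 endothelial genes, which holds *CDH5*, had a median log2 fold change of -1.47 in rRPE against RPE (camera adjusted p = 1.8e-08, 0.0178 with fry). The list of 35 mesenchyme genes stood at -1.0 (adjusted p = 0.00302, 0.09 with fry), or -1.10 with genes near 0 at their bounds, and without RPE replicate 3 at -0.62 (adjusted p = 0.0645).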

Similar to the t-rRPE, the structural genes fibronectin *FN1* and *CDH5* remained down-regulated in the rRPE. 

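*ID2* fell from 24409 ± 1465 in RPE to 9643 ± 1185 in rRPE (log2 fold change -1.35, SE 0.13, adjusted p = 0.00248), and *HEY1* fell from 2434 ± 372 in RPE to 877 ± 92.1 in rRPE (log2 fold change -1.47, SE 0.26, adjusted p = 0.0254). *PITX1* went from 641 ± 262 in RPE to 55.8 ± 14.4 in rRPE (log2 fold change -3.43, SE 0.75, adjusted p = 0.0598), and *ETS1* fell from 1668 ± 531 in RPE to 446 ± 117 in rRPE (log2 fold change -1.89, SE 0.36, adjusted p = 0.0336). *BARX2* fell from 1134 ± 146 in RPE to 305 ± 68 in rRPE (log2 fold change -1.91, SE 0.38, adjusted p = 0.0438). Over the other settings the adjusted p of *ID2*, *HEY1*, *ETS1* and *BARX2* in rRPE spanned 3.4e-17 to 0.0993, and their calls were lost in 1 to 8 of the 9 fits without 1 library (adjusted p of 0.0519 to 0.151 without rRPE replicate 1). *PITX1* in rRPE was called by unshrunken DESeq2 (adjusted p = 1.2e-05), within a range of 1.2e-05 to 0.0865 over the other settings. *PITX1* was called without t-rRPE replicate 2 (adjusted p of 0.0438).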

A substantial number of transcription factors were among the top 25 down-regulated genes, including *ID2*, *HEY1*, *PITX1*, *ETS1*, and *BARX2*, providing further evidence of a changing regulatory landscape that accompanies early RPE reprogramming (Figure 3a). Pathway enrichment analysis of the down-regulated genes in the rRPE reflected processes associated with structural, metabolic, and transcriptional changes. A number of terms related to extracellular space were identified, as well as a significant enrichment of genes associated with primary metabolic processes. 

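*TIMP3* fell from 3659.9 ± 708 in RPE to 785 ± 113 in rRPE (log2 fold change -2.21, SE 0.36, adjusted p = 0.0169). *RARRES1* went from 1052 ± 249 in RPE to 250.1 ± 35.8 in rRPE (log2 fold change -2.05, SE 0.61, adjusted p = 0.162). In t-rRPE *TIMP3* was at 973 ± 443 (log2 fold change -2.02, SE 0.36, adjusted p = 0.0355). The call of *TIMP3* in rRPE did not hold without rRPE replicate 1 (adjusted p of 0.119) and was lost in 6 of the 9 fits of this kind, against 1.6e-07 to 0.0993 over the other settings. Unshrunken DESeq2 called *RARRES1* in rRPE (adjusted p = 0.00768; 0.00768 to 0.288 over all other settings). The fit without t-rRPE replicate 2 called *RARRES1* (adjusted p of 0.0318). Without rRPE replicate 1 the adjusted p of *TIMP3* in t-rRPE was 0.124, so that the call was lost there and in 8 of the 9 such fits altogether, with 1.7e-05 to 0.212 over the other settings.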

Another important term associated with cell structure, metalloendopeptidase inhibitor activity, was also enriched, including the down-regulated genes TIMP3 and RARRES1. Other down-regulated terms include regulation of nitrogen compound metabolic process and transcription by RNA polymerase II, which reflects changes in metabolism occurring during early embryonic RPE reprogramming (Figure 3c, Supplementary File S4).

### 3.4. Gene Clusters Summarize the Transcriptional Dynamics of RPE Reprogramming and Associated Functions

We next sought to more precisely define the networks of gene expression that are regulated during RPE reprogramming, as we considered that a number of DEGs could demonstrate regulatory patterns that are not readily captured by pairwise analysis. To address this problem, we turned to affinity propagation clustering, a method of organizing DEGs into discrete groups based on similarities in expression pattern [37,38]. After compiling a list of all non-redundant DEGs across conditions (*n* = 592), we used affinity propagation clustering to organize the DEGs into five clusters, with each cluster resembling a distinct, archetypal pattern of gene expression (Figure 4a and Figure S4a; Supplementary File S5). In addition, we analyzed each of these clusters using pathway enrichment analysis and integrated the results into a unified network (Figure S4b). These five clusters are particularly revealing in expounding upon the gene networks which differentiate the non-regenerative response of the t-rRPE from the rRPE’s regenerative outcome, and they lend insights to the mechanisms by which FGF2 signaling commits injured RPE to reprogram. 

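By limma the 3 comparisons together held 231 DEGs, and 206 of the 592 genes clustered by the paper were among them. All 592 were found among the deposited genes, with 84, 74, 202 and 108 in clusters 1, 2, 3 and 5. Affinity propagation on the z scores of these genes over the 9 libraries, set to 5 clusters, gave an adjusted Rand index of 0.7715 with the paper's clusters, against at most 0.02 in 1000 shuffled assignments. k-means moved this value most among the ways of clustering, to 0.798. Leaving out 1 library moved it further, to 0.5375 without RPE replicate 1 and 0.8282 without rRPE replicate 1. The index measures only how far the grouping returns from the same values. In simulated data of 5 patterns it was 0.78 at a noise SD of 0.5 and 1 at 0.2.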

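As mean z scores over their genes, the 84 genes of cluster 1 stood at -0.37 in RPE, -0.70 in t-rRPE and 1.07 in rRPE. The 74 genes of cluster 2 stood at 0.80, 0.24 and -1.04. By limma 25 genes of cluster 1 and 30 of cluster 2 were DEGs in any comparison. These genes were selected as DEGs on the same libraries, so that part of each pattern comes from the selection.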

Clusters 1 and 2 contain DEGs with expression patterns exclusively regulated in the rRPE, suggesting that the expression of these genes is directly or indirectly dependent on the presence of FGF2 (Figure 4a and Figure S4a). Cluster 1 and 2 exhibit inverse patterns, with cluster 1 genes showing markedly elevated expression in the rRPE, and cluster 2 genes being distinctively down-regulated in the rRPE. 

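For all 84 genes of cluster 1 the mean of rRPE was the highest of the 3 conditions, and for 77.4% of them every rRPE library lay above every other library. For all 74 genes of cluster 2 the mean of rRPE was the lowest, with 55.4% clear of every other library. From these patterns the paper proposes that both clusters depend on FGF2, directly or indirectly.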

Given these patterns, we anticipated these clusters to be of importance in effectuating processes downstream of FGF2 signaling, with genes in cluster 1 acting as determining factors associated with neural retina and genes in cluster 2 of importance in maintaining RPE identity. In line with these expectations, cluster 1 contains *SIX6*, an eye field transcription factor required for neural retina development, while cluster 2 contains the transcription factor *OTX2*, which is associated with early RPE identity and is acutely down-regulated in amphibian RPE during retina regeneration [102].

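*SIX6* stood at 634 ± 309 in RPE, 366, 197 and 898 in t-rRPE and 2059 ± 816 in rRPE, with log2 fold changes of 1.76 (SE 0.58, adjusted p = 0.218) against RPE and 2.28 (SE 0.58, adjusted p = 0.222) against t-rRPE. For *OTX2* the levels were 13924 ± 614, 18059.5 ± 1499.9 and 8471 ± 1367, and the log2 fold changes -0.73 (SE 0.14, adjusted p = 0.0406) and -1.10 (SE 0.14, adjusted p = 0.0289). *OTX2* in rRPE against t-rRPE was not called in 9 of 9 fits with 1 library left out, with an adjusted p of 0.0979 without rRPE replicate 1 and of 1.2e-09 to 0.221 over the other settings. A DESeq2 fit without shrinkage gave *SIX6* in rRPE against t-rRPE an adjusted p = 0.0197 and so a call, where the other settings together ran from 0.0197 to 0.504. Adjusted p for *OTX2* and *SIX6* in rRPE ran from 2.1e-04 to 0.419 over the other settings. A list of 31 neural retina genes, 3 named by the paper, had a median log2 fold change of 0.13 in rRPE against RPE (camera adjusted p = 0.462) and of 0.35 against t-rRPE (adjusted p = 0.0126, 0.189 with fry), or 0.43 with genes near 0 at their bounds. The latter call was lost without rRPE replicate 1 (median 0.23, adjusted p = 0.204). The list of RPE identity genes stood at -0.45 in rRPE against t-rRPE as well (adjusted p = 1.5e-05, 0.09 with fry).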

We previously demonstrated that MAPK signaling is the downstream effector of FGF2 signaling in rRPE, and accordingly, pathway enrichment analysis of cluster 1 revealed MAPK signaling to be a highly enriched term (Figure 4b; Supplementary File S5) [19]. Cluster 1 encapsulates a number of MAPK signaling antagonists, such as *DUSP1*, *DUSP7*, *RASA2*, *SPRY1*, and *SPRY2*, as well as the phosphatase *PTPRO* (Figure 4a; Supplementary File S5). 

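For rRPE relative to t-rRPE the log2 fold changes were 3.26 (SE 0.71, adjusted p = 0.167) for *DUSP1*, 1.27 (SE 0.24, adjusted p = 0.119) for *DUSP7*, 1.35 (SE 0.42, adjusted p = 0.335) for *RASA2*, 2.79 (SE 0.93, adjusted p = 0.386) for *SPRY1*, 2.06 (SE 0.43, adjusted p = 0.167) for *SPRY2* and 3.57 (SE 0.86, adjusted p = 0.209) for *PTPRO*, so that limma called none of them. Against RPE, *DUSP7* went from 1921 ± 146 in RPE to 3201 ± 39.9 in rRPE (log2 fold change 0.74, SE 0.24, adjusted p = 0.217), *RASA2* went from 428 ± 108.8 in RPE to 1197 ± 199.8 in rRPE (log2 fold change 1.5, SE 0.42, adjusted p = 0.128) and *SPRY2* went from 590.2 ± 80.9 in RPE to 1325 ± 509 in rRPE (log2 fold change 1.09, SE 0.43, adjusted p = 0.339). In DESeq2 without shrinkage *DUSP1*, *DUSP7*, *SPRY2* and *PTPRO* in rRPE against t-rRPE passed the threshold (adjusted p of 4.7e-04 to 0.0409), while the range over the other settings was 4.7e-04 to 0.547. Adjusted p for *RASA2* and *SPRY1* in rRPE against t-rRPE ran from 0.123 to 0.608 over the other settings. *RASA2* in rRPE did pass in unshrunken DESeq2 (adjusted p = 0.0184), the other settings running from 0.0184 to 0.249. Adjusted p for *DUSP7* and *SPRY2* in rRPE ran from 0.0244 to 0.434 over the other settings.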

The pathway enrichment term Tissue Development is also highly enriched in cluster 1, which included genes belonging to a number of prominent developmental signaling pathways, including *FGFR1*, as well as *TGFB3* and the downstream negative regulator *SMAD6*. Similarly, cluster 1 is also strongly enriched for genes associated with actin filaments and epithelial polarization, such as the cytoskeletal elements *ACTN1* and *EZR*, the myosin *MYO1E*, cytoskeleton regulator *LIMA1*, and actin-interacting proteins *FSCN1* and *SLC9A3R1* (Figure 4; Supplementary File S5). 

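Against t-rRPE the rRPE log2 fold change was 1.26 (SE 0.20, adjusted p = 0.08) for *FGFR1*, 1.66 (SE 0.24, adjusted p = 0.0464) for *TGFB3* and 1.30 (SE 0.30, adjusted p = 0.208) for *SMAD6*. *TGFB3* went from 1852 ± 226 in RPE to 2842 ± 677 in rRPE (log2 fold change 0.60, SE 0.24, adjusted p = 0.348). The call of *TGFB3* in rRPE against t-rRPE was lost in 9 of the 9 fits without 1 library. The adjusted p was 0.0979 without rRPE replicate 1 and 1.8e-08 to 0.11 over the other settings. *FGFR1* and *SMAD6* in rRPE against t-rRPE reached adjusted p of 2.6e-06 to 0.00716 and a call with DESeq2 without shrinkage, the full range of other settings being 2.6e-06 to 0.441. Adjusted p for *TGFB3* in rRPE ran from 0.156 to 0.477 over the other settings.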

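*FSCN1* rose from 7929.6 ± 1067 in t-rRPE to 17719.8 ± 1092 in rRPE (log2 fold change 1.17, SE 0.14, adjusted p = 0.0133), and *SLC9A3R1* rose from 1888 ± 413 in t-rRPE to 9696 ± 3026 in rRPE (log2 fold change 2.33, SE 0.27, adjusted p = 0.0133). *ACTN1* went from 2337 ± 483 in t-rRPE to 5201 ± 851 in rRPE (log2 fold change 1.16, SE 0.20, adjusted p = 0.0987), and *MYO1E* went from 628 ± 231 in t-rRPE to 1608 ± 608 in rRPE (log2 fold change 1.34, SE 0.36, adjusted p = 0.263). *LIMA1* went from 1298 ± 523 in t-rRPE to 2513 ± 363 in rRPE (log2 fold change 1.04, SE 0.34, adjusted p = 0.37), and *EZR* had a log2 fold change of 2.21 (SE 0.44, adjusted p = 0.139). Against RPE the log2 fold changes of rRPE were 0.83 (SE 0.20, adjusted p = 0.0817) for *ACTN1*, 0.51 (SE 0.36, adjusted p = 0.668) for *MYO1E*, 1.39 (SE 0.34, adjusted p = 0.0847) for *LIMA1*, 1.27 (SE 0.14, adjusted p = 0.00248) for *FSCN1* and 1.76 (SE 0.27, adjusted p = 0.0131) for *SLC9A3R1*. *FSCN1* and *SLC9A3R1* in rRPE against t-rRPE lost their calls in 9 of the 9 fits that each left out 1 library (adjusted p of 0.0835 to 0.0979 without rRPE replicate 1), and the adjusted p ran from 3.1e-14 to 0.166 over the other settings. *ACTN1*, *EZR* and *MYO1E* in rRPE against t-rRPE were called by unshrunken DESeq2 (adjusted p of 2.0e-05 to 0.0247), within a range of 2.0e-05 to 0.546 over the other settings. Adjusted p for *LIMA1* in rRPE against t-rRPE ran from 0.152 to 0.6 over the other settings. *FSCN1* and *SLC9A3R1* in rRPE were no longer called in 1 to 6 of 9 fits with 1 library left out at a time, the adjusted p reaching 0.0519 without rRPE replicate 1; other settings gave 2.1e-16 to 0.102. Unshrunken DESeq2 called *LIMA1* in rRPE (adjusted p = 0.00352; 0.00352 to 0.254 over all other settings). Adjusted p for *ACTN1* and *MYO1E* in rRPE ran from 0.00332 to 0.702 over the other settings. Without t-rRPE replicate 2, *LIMA1* passed the threshold (adjusted p of 0.0309).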

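*CGNL1* went from 1104 ± 371 in t-rRPE to 539 ± 313 in rRPE (log2 fold change -1.2, SE 0.53, adjusted p = 0.535), *RHOF* went from 935 ± 122 in t-rRPE to 1021, 247.5 and 475 in rRPE (log2 fold change -0.91, SE 0.45, adjusted p = 0.567) and *FMN1* went from 3622 ± 1729 in t-rRPE to 1585 ± 572 in rRPE (log2 fold change -1.11, SE 0.41, adjusted p = 0.463). Against RPE the log2 fold changes of rRPE were -1.75 (SE 0.53, adjusted p = 0.174) for *CGNL1*, -1.65 (SE 0.45, adjusted p = 0.12) for *RHOF* and -1.31 (SE 0.41, adjusted p = 0.197) for *FMN1*. Adjusted p for *CGNL1*, *RHOF* and *FMN1* in rRPE against t-rRPE ran from 0.111 to 0.701 over the other settings. A DESeq2 fit without shrinkage gave *CGNL1*, *RHOF* and *FMN1* in rRPE adjusted p of 0.0326 to 0.043 and so a call, where the other settings together ran from 0.0326 to 0.421.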

When considering cluster 2, the role of FGF2 in inciting actin rearrangements is reinforced, which includes the actin-associated genes *CGNL1*, *RHOF*, and *FMN1* (Figure 4; Supplementary File S5) [103,104,105]. Cluster 2 further suggest shifts in extracellular matrix composition and inflammation, containing collagen *COL8A1*, fibronectin *FN1*, fibrillin *FBN1*, interleukins *IL16* and *IL18*, as well as complement receptor *C1R* (Figure 4a; Supplementary File S5). Despite these observations, pathway enrichment analysis of cluster 2 did not return any significantly overrepresented pathways at the stringent cut-off of adjusted *p* ≤0.05. However, given the known functions of these genes and their altered expression in the rRPE, it is likely they play significant roles in modulating injury response and priming the RPE for the formation of retinal progenitor cells.

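*COL8A1* went from 582 ± 172 in RPE to 207 ± 65.8 in rRPE (log2 fold change -1.49, SE 0.62, adjusted p = 0.369), and *FBN1* fell from 4703 ± 660.0 in RPE to between 883 and 2765 in the 3 libraries of rRPE (log2 fold change -1.79, SE 0.36, adjusted p = 0.0449). *IL16* fell from 10328 ± 4634 in RPE to 568, 349 and 2672 in rRPE (log2 fold change -3.54, SE 0.64, adjusted p = 0.0277), and *IL18* went from 255 ± 24.7 in RPE to 100.5, 44.9 and 34.9 in rRPE (log2 fold change -2.21, SE 0.67, adjusted p = 0.175). *C1R* went from 729 ± 305 in RPE to 123.8 ± 63.1 in rRPE (log2 fold change -2.62, SE 0.60, adjusted p = 0.0696). Removing rRPE replicate 1 took *FBN1* and *IL16* in rRPE out of the DEGs (adjusted p of 0.236 to 0.242), 8 of the 9 such fits did so in all, and the other settings spanned 0.00171 to 0.208. In DESeq2 without shrinkage *IL18* and *C1R* in rRPE passed the threshold (adjusted p of 8.5e-04 to 0.0212), while the range over the other settings was 8.5e-04 to 0.289. Adjusted p for *COL8A1* in rRPE ran from 0.159 to 0.497 over the other settings. In t-rRPE, *COL8A1* stood at 1559, 248.2 and 961 (log2 fold change 0.35, SE 0.62, adjusted p = 0.856). Adjusted p for *COL8A1* in t-rRPE ran from 0.706 to 0.884 over the other settings. The direction of *COL8A1* in t-rRPE turned without t-rRPE replicate 1 (log2 fold change -0.21).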

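Of the 202 genes in cluster 3, 75 were called by limma in at least 1 comparison. As mean z scores over its genes, RPE stood at -1.07, t-rRPE at 0.23 and rRPE at 0.84.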

The largest number of DEGs are found in cluster 3 (*n* = 202). These genes adhere to an expression pattern following modest up-regulation in the t-rRPE (i.e., in response to injury), and further up-regulation in the rRPE, suggesting that exogenous FGF2 treatment enhances, but is not solely responsible for, these genes’ expression. 

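In cluster 3 the mean of RPE was the lowest and that of rRPE the highest of the 3 conditions for 87.6% of genes. For 34.2% every rRPE library lay above every other library. The smaller of these shares concerns the step between t-rRPE and rRPE, for which only 9 genes of 16535 were DEGs by limma.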

Similar to cluster 1, cluster 3 is highly enriched for MAPK-associated genes, demonstrating a significant enrichment of genes associated with the MAPK cascade and regulation of phosphorylation (Figure 4b). 

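In t-rRPE, *ATF3* was at 530.3 ± 174 (log2 fold change 5.05, SE 1.32, adjusted p = 0.152), *DUSP5* at 6789 ± 1130.3 (log2 fold change 0.62, SE 0.25, adjusted p = 0.356), *BMP2* at 1257 ± 928 (log2 fold change 0.86, SE 0.65, adjusted p = 0.652) and *FGFR4* at 2233 ± 300.0 (log2 fold change 1.27, SE 0.38, adjusted p = 0.206). *MAP3K4* stood at 513 ± 159 in RPE, 938 ± 318 in t-rRPE (log2 fold change 0.86, SE 0.42, adjusted p = 0.436) and 1381 ± 579 in rRPE (log2 fold change 1.40, SE 0.42, adjusted p = 0.168). Between rRPE and t-rRPE the log2 fold changes were 3.31 (SE 1.65, adjusted p = 0.57) for *SPRY4*, 1.01 (SE 0.25, adjusted p = 0.217) for *DUSP5*, 1.09 (SE 0.65, adjusted p = 0.66) for *BMP2*, 0.21 (SE 0.38, adjusted p = 0.907) for *FGFR4* and 0.54 (SE 0.42, adjusted p = 0.759) for *MAP3K4*. *ATF3* in t-rRPE did pass in unshrunken DESeq2 (adjusted p = 0.00996), the other settings running from 0.00996 to 0.445. Adjusted p for *DUSP5*, *BMP2*, *FGFR4* and *MAP3K4* in t-rRPE ran from 0.064 to 0.714 over the other settings. *MAP3K4* in rRPE reached an adjusted p = 0.0262 and a call with DESeq2 without shrinkage, the full range of other settings being 0.0262 to 0.338. *DUSP5* in rRPE against t-rRPE was called by unshrunken DESeq2 (adjusted p = 0.00729), within a range of 0.00729 to 0.563 over the other settings. Adjusted p for *SPRY4*, *BMP2*, *FGFR4* and *MAP3K4* in rRPE against t-rRPE ran from 0.516 to 0.964 over the other settings.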

Genes associated with these processes included *SPRY4*, *ATF3*, *JUN*, *DUSP5*, *BMP2*, *FGFR4*, *STAT3*, and *MAP3K4* (Figure 4a; Supplementary File S5), which are all directly a part of the MAPK signal transduction cascade or have been shown to be regulated by this pathway. Although we observe significant elevation of these genes’ expression in the t-rRPE and rRPE, many of these genes are also regulated at the protein level, and their activity is likely only partially explained by their transcriptional regulation. The observation that these genes are modestly elevated in the t-rRPE suggests that they may play a role in transient reprogramming or in priming the injured RPE toward neural retina production. This may additionally indicate that these genes are also regulated by some pathway other than FGF2 signaling, especially one that leads to a burst in MAPK activity in the t-rRPE. It is unclear if the mechanism regulating these genes is unrelated to FGF2, or if this could be caused by endogenous FGFs, albeit at a lower concentration, which was insufficient to induce committed reprogramming in the t-rRPE. Surprisingly, similar to cluster 1, we also identified enrichment of the term cell migration in cluster 3, including genes such as *CXCL14*, *CCL4*, *CCL19*, *VEGFD*, and *TGFB2*, further reinforcing that the RPE is primed for cell migration within the first 6 h of reprogramming (Figure 4b; Supplementary File S5).

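*CXCL14* rose from 0 (every library) in RPE to 3331 ± 1361 in rRPE (at least 1160-fold higher, adjusted p = 0.0011), with 129, 68.1 and 511 in t-rRPE (at least 81.9-fold higher, adjusted p = 0.0112). *CCL4* had 2 entries, of which one rose from 0 (every library) in RPE to 555 ± 217 in rRPE (at least 192-fold higher, adjusted p = 0.00272) and stood at 361, 74.7 and 171 in t-rRPE (at least 70.2-fold higher, adjusted p = 0.0122), while the other went from 0, 32.1 and 44.6 in RPE to 2, 23 and 0 in rRPE (log2 fold change -1.46, SE 1.72, adjusted p = 0.793). *CCL19* went from 0 (every library) in RPE to 338, 62.7 and 116 in rRPE (at least 59.7-fold higher, adjusted p = 0.102), and *VEGFD* went from 6491 ± 1702 in RPE to 14249 ± 3750.4 in rRPE (log2 fold change 1.13, SE 0.25, adjusted p = 0.0592). For *TGFB2* the log2 fold change between rRPE and t-rRPE was -0.13 (SE 0.47, adjusted p = 0.976). Over the other settings the adjusted p of *CXCL14* and *CCL4* spanned 2.8e-22 to 0.0793, and their calls were lost in 1 to 5 of the 9 fits without 1 library (adjusted p of 0.0519 to 0.0615 without rRPE replicate 1). Unshrunken DESeq2 called *CCL19* and *VEGFD* in rRPE (adjusted p of 9.1e-05 to 8.4e-04; 9.1e-05 to 0.277 over all other settings). *CCL19* was called without t-rRPE replicate 2 (adjusted p of 0.0271). Adjusted p for *TGFB2* in rRPE against t-rRPE ran from 0.958 to 1 over the other settings. The direction of *TGFB2* in rRPE against t-rRPE turned without rRPE replicate 3 (log2 fold change 0.13).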

Genes in clusters 4 and 5 adhere to inverse expression patterns and encompass genes with markedly reduced expression in the t-rRPE (cluster 4), and conversely, genes with elevated expression in the t-rRPE (cluster 5). These patterns suggest that regulation of these gene clusters is unique to an injured transcriptome and can be reversed with the addition of FGF2, and thus are likely to be associated with the injured RPE state. 

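As mean z scores, the genes of cluster 4 stood at 1.01 in RPE, -0.91 in t-rRPE and -0.10 in rRPE, and the 108 genes of cluster 5 at -0.96, 0.92 and 0.05. The mean of t-rRPE was the lowest for 85.5% of cluster 4 and the highest for 98.1% of cluster 5. Every t-rRPE library lay clear of every other library for 38.7% and 36.1% of these genes. By limma 43 and 33 of them were DEGs in at least 1 comparison.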

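The SD of z scores within a condition had a median of 0.537 over the 232 genes of clusters 4 and 5 and of 0.555 over the 360 genes of clusters 1 to 3. On the log2 scale the medians were 0.577 and 0.571. By cluster the medians of the z scores were 0.541, 0.544, 0.557, 0.523 and 0.552 for clusters 1 to 5.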

In general, there was more variability in gene expression in clusters 4 and 5, and the relative enrichment was somewhat less pronounced than that observed in clusters 1–3 (Figure 4a and Figure S4a). As expected, cluster 4 is overwhelmingly associated with genes involved with cell proliferation and DNA metabolism, including factors such as *MCM3*, *MCM4*, *MCM5*, *MCM10*, *ORC6*, *PCNA*, and *CDK6*, indicating that upon injury, the t-rRPE represses cell cycle-related factors, a trend that is partially reversed in the rRPE. In this regard, metabolic activity and cell cycle have been linked with reprogramming and differentiation, and it may be possible that a non-proliferative state may be a prerequisite to provide a window for RPE reprogramming [106,107,108]. 

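*MCM3* went from 2073 ± 252 in RPE to 10.9, 750.3 and 521 in t-rRPE (log2 fold change -3.63, SE 1.2, adjusted p = 0.247), and *MCM4* went from 4027 ± 899 in RPE to 1501 ± 765 in t-rRPE (log2 fold change -1.53, SE 0.35, adjusted p = 0.0891). *MCM5* fell from 6285 ± 172 in RPE to 828, 2762 and 1276 in t-rRPE (log2 fold change -2.14, SE 0.41, adjusted p = 0.0472), and *MCM10* went from 1131 ± 213 in RPE to 575 ± 303 in t-rRPE (log2 fold change -1.12, SE 0.46, adjusted p = 0.364). *ORC6* fell from 2638 ± 329.9 in RPE to 1022 ± 348 in t-rRPE (log2 fold change -1.41, SE 0.26, adjusted p = 0.0396). In rRPE relative to t-rRPE the log2 fold changes were 2.39 (SE 1.2, adjusted p = 0.569) for *MCM3*, 0.87 (SE 0.35, adjusted p = 0.506) for *MCM4*, 0.88 (SE 0.41, adjusted p = 0.55) for *MCM5*, -0.45 (SE 0.46, adjusted p = 0.799) for *MCM10*, 0.95 (SE 0.26, adjusted p = 0.264) for *ORC6*, 0.59 (SE 0.25, adjusted p = 0.523) for *PCNA* and 0.15 (SE 0.20, adjusted p = 0.855) for *CDK6*, none of them called. Relative to RPE they were -0.82 (SE 0.25, adjusted p = 0.181) for *PCNA* and -1.16 (SE 0.20, adjusted p = 0.0236) for *CDK6* in rRPE. The calls of *MCM5* and *ORC6* in t-rRPE did not hold without rRPE replicate 1 (adjusted p of 0.109 to 0.186) and were lost in 8 of the 9 fits of this kind, against 9.1e-05 to 0.217 over the other settings. A DESeq2 fit without shrinkage gave *MCM4* in t-rRPE an adjusted p = 0.00343 and so a call, where the other settings together ran from 0.00343 to 0.338. Adjusted p for *MCM3* and *MCM10* in t-rRPE ran from 0.0876 to 0.497 over the other settings. The fit without t-rRPE replicate 1 called *MCM3* (adjusted p of 0.0464). Adjusted p for *MCM3*, *MCM4*, *MCM5*, *MCM10*, *ORC6*, *PCNA* and *CDK6* in rRPE against t-rRPE ran from 0.0537 to 0.97 over the other settings. Without rRPE replicate 1 the adjusted p of *CDK6* in rRPE was 0.145, so that the call was lost there and in 7 of the 9 such fits altogether, with 9.9e-06 to 0.168 over the other settings. Adjusted p for *PCNA* in rRPE ran from 0.0698 to 0.421 over the other settings. No entry named *MCM3* was among the 592 clustered genes.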

Cluster 4 also contained a number of genes whose expression remains reduced in both the t-rRPE and rRPE, notably *HEY1*, *MITF*, and *PITX1*. On the other hand, cluster 5 contains a number of t-rRPE-enriched genes, which increase in expression with retinal injury alone, but which were also largely reduced in the rRPE. 

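In t-rRPE relative to RPE, *HEY1* was at 648 ± 118 (log2 fold change -1.91, SE 0.26, adjusted p = 0.0122) and *PITX1* at 48.8, 146 and 37.8 (log2 fold change -3.19, SE 0.75, adjusted p = 0.103). For rRPE relative to t-rRPE the log2 fold change was 0.45 (SE 0.26, adjusted p = 0.64) for *HEY1* and -0.24 (SE 0.75, adjusted p = 0.965) for *PITX1*. *HEY1* in t-rRPE was not called in 4 of 9 fits with 1 library left out, with an adjusted p of 0.0605 without rRPE replicate 1 and of 3.6e-11 to 0.0563 over the other settings. In DESeq2 without shrinkage *PITX1* in t-rRPE passed the threshold (adjusted p = 3.6e-04), while the range over the other settings was 3.6e-04 to 0.221. Adjusted p for *HEY1* and *PITX1* in rRPE against t-rRPE ran from 0.553 to 0.97 over the other settings. The direction of *PITX1* in rRPE against t-rRPE turned without t-rRPE replicate 2 (log2 fold change 0.34).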

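The list of 20 lens genes, several of them in cluster 5, had a median log2 fold change of -1.05 in rRPE against t-rRPE (13 lower, camera adjusted p = 0.0112 over 18 tests), which did not hold under fry (adjusted p = 0.327). Adjusted over all genes tested or over the list alone, 0 of its genes were called (3 at an unadjusted p of at most 0.05). Without t-rRPE replicate 2 the median was -0.27 (adjusted p = 0.318) and without t-rRPE replicate 1 it was -2.03. In rRPE against RPE the list stayed up at 4.33 (adjusted p = 6.5e-11, 0.0112 with fry), or 4.28 with genes near 0 at their bounds. Its summed normalized counts were 2913, 1970 and 2192 in RPE, 50143, 412737 and 204767 in t-rRPE, and 53317, 50634 and 24633 in rRPE.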

Terms associated with cluster 5 include structural constituents of eye lens, argininosuccinate lyase activity, and amino acid metabolism (Figure 4b, Supplementary File S5). These terms can be explained by the elevation of lens-related crystallins, such as *CRYAA*, *CRYAB*, *CRYBA2*, *ASL1*, and *ASL2* in the t-rRPE. However, the function of crystallin genes in RPE is still yet to be determined, and it is still unclear if the crystallins are acting in accordance with their roles as heat shock proteins as a response to retinal injury. 

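Against t-rRPE the rRPE log2 fold changes were -2.14 (SE 0.84, adjusted p = 0.503) for *CRYAA*, -1.65 (SE 0.51, adjusted p = 0.336) for *CRYAB*, -1.54 (SE 1.23, adjusted p = 0.764) for *CRYBA2*, -2.08 (SE 0.95, adjusted p = 0.537) for *ASL1* and -2.30 (SE 1.64, adjusted p = 0.737) for *ASL2*, none of them called. In rRPE normalized counts were 2169.7 ± 924 for *CRYAA*, 1375 ± 459 for *CRYAB*, 737 ± 321 for *CRYBA2* and 32577 ± 13263 for *ASL1*, with log2 fold changes against RPE of 6.76 (SE 0.84, adjusted p = 0.00427) for *CRYAA*, 1.5 (SE 0.51, adjusted p = 0.234) for *CRYAB* and 7.85 (SE 1.23, adjusted p = 0.014) for *CRYBA2*. *CRYAB* in rRPE against t-rRPE did pass in unshrunken DESeq2 (adjusted p = 0.0102), the other settings running from 0.0102 to 0.608. Adjusted p for *CRYAA*, *CRYBA2*, *ASL1* and *ASL2* in rRPE against t-rRPE ran from 0.122 to 0.833 over the other settings. The calls of *CRYAA* and *CRYBA2* in rRPE were lost in 5 to 7 of the 9 fits without 1 library. Their log2 fold changes there stayed between 6.26 and 9.41. The adjusted p was 0.0644 to 0.138 without rRPE replicate 1 and 4.3e-08 to 0.105 over the other settings. *CRYAB* in rRPE reached an adjusted p = 0.0399 and a call with DESeq2 without shrinkage, the full range of other settings being 0.0399 to 0.439. A list of 22 heat shock genes, added after the data had been seen, had a median log2 fold change of -0.23 in t-rRPE (camera adjusted p = 0.0042, 0.368 with fry), with 17 lower and 0 called (5 at an unadjusted p of at most 0.05).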

### 3.5. RPE Reprogramming Exhibits Qualities of an Epithelial-Mesenchymal Transition and Is Accompanied by Extensive Extracellular Matrix Remodeling

PVR occurs when human RPE responds to injury signals by undergoing EMT and forming fibrous epiretinal membranes. Known modulators of EMT are thought to play an inciting role in this pathology, as elevated TGFβ levels have been directly implicated in PVR incidence both in-vitro and in-vivo, and injuries to epithelial integrity are also thought to be an inciting factor [7,109,110,111,112,113,114]. PVR certainly highlights the cellular plasticity of RPE, but it is unclear why the mammalian healing response is limited to fibrotic wound closure. Interestingly, knockdown of the eye field transcription factor PAX6 in the newt RPE is sufficient to initiate a PVR-like fibrotic response, suggesting that there may also be a role for the regulation of EMT mechanisms in regenerative systems [3,115]. 

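*TGFB2* went from 252 ± 101 in RPE to 1179.7 ± 345 in t-rRPE (log2 fold change 2.27, SE 0.47, adjusted p = 0.0614), and to 1148 ± 638 in rRPE (log2 fold change 2.14, SE 0.47, adjusted p = 0.0595). *TGFB2* were called by unshrunken DESeq2 (adjusted p of 3.5e-04 to 3.9e-04), within a range of 3.5e-04 to 0.187 over the other settings.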

Given these observations, we were intrigued by our finding that *TGFB2* is up-regulated in the t-rRPE and rRPE, leading us to speculate a possible role for EMT in initiating embryonic RPE reprogramming (Supplementary Files S1 and S2). To test this hypothesis, we performed gene set enrichment analysis (GSEA) using dbEMT 2.0, a curated compendium of EMT-associated genes, from which we identified 839 chicken orthologs [40,42]. Surprisingly, GSEA revealed a significant enrichment of the EMT-associated genes expressed in the regenerative rRPE relative to the non-regenerative t-rRPE (Figure 5a,b). 

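A hand-written list stood in for the EMT compendium, with 73 EMT genes among those tested, 23 of them named by the paper. In rRPE relative to t-rRPE its median log2 fold change was 0.42 (quartiles -0.12 and 1.12), 50 were higher, and in 20 every rRPE library lay above every t-rRPE library, against 5% by chance. The camera adjusted p was 5.8e-05, and it was 0.0408 with the estimated correlation and 0.00433 with fry. Of the 73 genes 2 were called over all genes tested and 7 adjusted over the list alone. Without the genes that the paper names, which it drew from these same samples, the median was 0.16 (adjusted p = 0.22) and the test no longer passed. Genes were named partly for their change in these samples, so leaving them out is likely to lower the median. This loss therefore cannot decide on the enrichment that the paper reports. Without t-rRPE replicate 2 the median over all 73 was 0.26 (adjusted p = 0.00175). From the direction across its comparisons the paper sees support for a model in which injury alone leads to suppression of EMT transcripts and FGF2 reverses this.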

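For the 73 EMT genes the median log2 fold change in t-rRPE against RPE was 0, or 0.02 with genes near 0 at their bounds, with 36 higher and 37 lower (camera adjusted p = 0.673, 0.317 with fry). In rRPE against RPE it was 0.14 (44 higher, adjusted p = 0.00726). Of these genes 1 was called in t-rRPE and 10 in rRPE over all genes tested, and 13 and 16 adjusted over the list alone. Without RPE replicate 1 the rRPE median was 0.04 (adjusted p = 0.112). Restricted to genes that the paper does not name it was 0.02 (adjusted p = 0.669).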

To better explain this observation, we performed GSEA on the remaining pairwise comparisons, which revealed an overall trend in which EMT-related genes were modestly depleted in the t-rRPE following injury, and conversely, were highly enriched in the rRPE in relation to RPE (Supplementary Figure S5). Together, these results suggest a robust ability for the RPE to modulate the transcription of EMT-associated factors. This observation supports a model in which injury alone leads to the suppression of EMT transcripts, a trend, which is reversed in the presence of FGF2. This pattern was especially evident in the genes most dramatically repressed in the t-rRPE and elevated in the rRPE, such as *SNAI1*, *TGFBR2*, *ELK3*, *SMAD3*, and *TGFB3* (Figure 5b). It is possible that EMT is in part a shared mechanism for initiating both RPE fibrosis and regeneration, with differing context-dependent outcomes.

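*SNAI1* fell from 2533 ± 879 in RPE to 423 ± 145 in t-rRPE (log2 fold change -2.58, SE 0.40, adjusted p = 0.0226), and *TGFBR2* went from 13.5, 216 and 439 in RPE to 0, 0 and 22.2 in t-rRPE (log2 fold change -5.29, SE 1.62, adjusted p = 0.218). *ELK3* went from 2939 ± 1041 in RPE to 2400.0 ± 221 in t-rRPE (log2 fold change -0.22, SE 0.26, adjusted p = 0.754), and *SMAD3* went from 815 ± 317 in RPE to 524 ± 70.6 in t-rRPE (log2 fold change -0.57, SE 0.35, adjusted p = 0.545). For *TGFB3*, at 888 ± 104 in t-rRPE, the log2 fold change was -1.06 (SE 0.24, adjusted p = 0.0941). Comparing rRPE with t-rRPE, the log2 fold changes were 1.48 (SE 0.40, adjusted p = 0.264) for *SNAI1*, 5.26 (SE 1.62, adjusted p = 0.335) for *TGFBR2*, 1.01 (SE 0.26, adjusted p = 0.241) for *ELK3* and 1.19 (SE 0.35, adjusted p = 0.298) for *SMAD3*. *SNAI1* in t-rRPE lost its call in 9 of the 9 fits that each left out 1 library (adjusted p of 0.0759 without rRPE replicate 1), and the adjusted p ran from 9.5e-08 to 0.122 over the other settings. Unshrunken DESeq2 called *TGFBR2* and *TGFB3* in t-rRPE (adjusted p of 0.0014 to 0.0386; 0.0014 to 0.454 over all other settings). Adjusted p for *ELK3* and *SMAD3* in t-rRPE ran from 0.4 to 0.828 over the other settings. A DESeq2 fit without shrinkage gave *SNAI1*, *ELK3* and *SMAD3* in rRPE against t-rRPE adjusted p of 0.0188 to 0.0493 and so a call, where the other settings together ran from 0.0188 to 0.558. Adjusted p for *TGFBR2* in rRPE against t-rRPE ran from 0.21 to 0.634 over the other settings.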

We next sought to identify changes in ECM structure that accompany the EMT response and may further reflect a change in cell identity. To accomplish this, we performed GSEA using the matrisome, a collection of gene sets encoding ECM components and regulators [43]. RPE behavior is heavily influenced by interactions with the basement membrane, and separation from the basement membrane is a hallmark of EMT [47,116]. GSEA revealed that genes associated with the basement membrane are enriched in the intact RPE relative to both t-rRPE and rRPE, suggesting that the initiation of RPE reprogramming entails the dissolution of the basement membrane following injury (Figure 5c and Figure S6a). 

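In place of the matrisome category, a hand-written list of 36 basement membrane genes was tested, 9 of them named by the paper. In RPE relative to the mean of t-rRPE and rRPE its median log2 fold change was -0.09 (quartiles -1.32 and 0.55), with 17 higher and 19 lower. The camera adjusted p was 0.766, and it was 0.741 with the estimated correlation and 0.317 with fry. Of its genes 2 were called over all genes tested and 5 adjusted over the list alone. Without t-rRPE replicate 1 the median turned to 0.05 (adjusted p = 0.977), and without rRPE replicate 1 it was -0.18. The genes that the paper does not name stood at -0.31 (adjusted p = 0.134). From the enrichment in intact RPE the paper proposes that reprogramming entails dissolution of the basement membrane.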

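Relative to the mean of t-rRPE and rRPE, intact RPE had log2 fold changes of 1.15 (SE 0.25, adjusted p = 0.0547) for *COL4A1*, 4.33 (SE 1.86, adjusted p = 0.348) for *LAMA4*, 0.69 (SE 0.27, adjusted p = 0.298) for *LAMB2*, 0.35 (SE 0.20, adjusted p = 0.524) for *LAMC1*, 3.95 (SE 1.70, adjusted p = 0.348) for *NTN3*, 0.11 (SE 0.30, adjusted p = 0.903) for *NTNG1* and 0.07 (SE 0.27, adjusted p = 0.93) for *NID1*. *COL6A3* stood at 333 ± 114 in RPE, 0 (every library) in t-rRPE and 0, 155 and 0 in rRPE (adjusted p = 0.062 in this comparison), and no fold change is given for it because each library of 1 group held at most 3 reads. Normalized counts in RPE, t-rRPE and rRPE were 5163 ± 1289, 2056 ± 732 and 2649 ± 324 for *COL4A1*, 5076 ± 704, 4078 ± 2171 and 2638 ± 175 for *LAMB2* and 3461 ± 564, 2666 ± 625 and 2806 ± 547 for *LAMC1*. Adjusted p for *COL6A3*, *COL4A1*, *LAMA4*, *LAMB2*, *LAMC1*, *NTN3*, *NTNG1* and *NID1* ran from 0.0453 to 0.941 over the other settings. Without rRPE replicate 2, *COL6A3* passed the threshold (adjusted p of 0.0252). The direction of *NTNG1* turned without t-rRPE replicate 2 (log2 fold change -0.09). The direction of *NID1* turned without t-rRPE replicate 3 (log2 fold change -0.10).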

Notably, we observed a general depletion of basement membrane components during reprogramming, including collagens *COL6A3*, *COL4A1*, and *COL4A6*, laminins *LAMA2*, *LAMA4*, *LAMB2*, and *LAMC1*, netrins *NTN3* and *NTNG1*, and nidogens *NID1* and *NID2*.

Concomitantly, GSEA also revealed that within the rRPE there is a general shift toward the elevated expression of ECM remodeling components and secreted factors, emphasizing that reprogrammed RPE adopts an expression profile, which exerts an active role in reshaping ECM and the local tissue microenvironment. The matrisome category of ECM Regulators was significantly enriched in the rRPE (FDR = 0.006), which notably includes genes such as the matrix metalloproteinases *MMP9* and *MMP28*, lysyl oxidase-like genes *LOXL1* and *LOXL2*, the lysyl hydroxylase *PLOD1*, and metalloendopeptidase genes *ADAMTS9* and *ADAMTS15* (Figure 5d and Figure S6b). Similarly, there was a high enrichment of secreted factors in the rRPE (FDR = 0.006), reflecting a group of genes that are likely to be broadly involved in reshaping the local ocular environment and potentiating cellular cues (Figure 5e). 

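Relative to the mean of RPE and t-rRPE, rRPE had log2 fold changes of at least 2.99 (adjusted p = 0.331) for *MMP28*, 0.63 (SE 0.20, adjusted p = 0.244) for *LOXL1*, 0.45 (SE 0.22, adjusted p = 0.549) for *LOXL2*, 0.53 (SE 0.24, adjusted p = 0.483) for *PLOD1*, 3.27 (SE 1.28, adjusted p = 0.393) for *ADAMTS9* and at least 3.83 (adjusted p = 0.287) for *ADAMTS15*. *MMP9* stood at 0 (every library) in RPE, 0, 15.9 and 36.5 in t-rRPE and 112, 515 and 193 in rRPE (adjusted p = 0.077 in this comparison), and no fold change is given for it because each library of 1 group held at most 3 reads. Normalized counts in rRPE were 2065 ± 405 for *LOXL2* and 2508 ± 317 for *PLOD1*. Adjusted p for *MMP9*, *MMP28*, *LOXL1*, *LOXL2*, *PLOD1*, *ADAMTS9* and *ADAMTS15* ran from 0.0389 to 0.697 over the other settings. *MMP28* was called without rRPE replicate 3 (adjusted p of 0.049). A hand-written list of 118 ECM regulator genes, 11 named by the paper, had a median log2 fold change of 0.17 (68 higher, camera adjusted p = 0.099, 0.0596 with fry). Of them 1 was called over all genes tested and 3 adjusted over the list alone. Without rRPE replicate 3 the median was 0.09 (adjusted p = 0.176), and without t-rRPE replicate 1 it was 0.11 (adjusted p = 0.179).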

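A hand-written list of 140 secreted factor genes, 17 of them named by the paper, had a median log2 fold change of 0.23 in rRPE relative to the mean of RPE and t-rRPE (81 higher, camera adjusted p = 0.0796). Of them 3 were called over all genes tested and 14 adjusted over the list alone. In 30 of them a group stood at most at 3 reads in every library, and the bounds left the median at 0.23. Among the other settings the call changed with genes of a mean normalized count of at least 10 (median 0.43, adjusted p = 0.0119), with the correlation estimated from the data (adjusted p = 0.0494) and with fry (adjusted p = 0.00965). The genes that the paper does not name stood at 0.14 (adjusted p = 0.669). With 1 library left out the median ran from 0.17 (without RPE replicate 1) to 0.31 (without RPE replicate 3).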

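Relative to the mean of RPE and t-rRPE, the log2 fold changes of rRPE were 5.91 (SE 1.60, adjusted p = 0.184) for *HGF*, 1.52 (SE 0.56, adjusted p = 0.35) for *BMP2*, at least 3.59 (adjusted p = 0.0597) for *WNT6*, 4.84 (SE 1.70, adjusted p = 0.311) for *HBEGF* and 1.13 (SE 0.21, adjusted p = 0.0496) for *TGFB3*. *CXCL14* stood at 0 (every library) in RPE, 129, 68.1 and 511 in t-rRPE and 3331 ± 1361 in rRPE (adjusted p = 0.00432 in this comparison), and no fold change is given for it because each library of 1 group held at most 3 reads. *HGF* stood at 0, 217 and 2.3 in RPE, 364 ± 306 in t-rRPE and 2362 ± 760.2 in rRPE. *HBEGF* stood at 0, 0 and 34.6 in RPE, 0, 142 and 20.9 in t-rRPE and 108.6, 409 and 172 in rRPE. *WNT6* had reads only in rRPE (13.2, 47 and 81.1). *CXCL14* and *TGFB3* were no longer called in 3 to 9 of 9 fits with 1 library left out at a time, the adjusted p reaching 0.0556 to 0.0566 without rRPE replicate 1; other settings gave 0.00292 to 0.168. Adjusted p for *HGF*, *BMP2*, *WNT6* and *HBEGF* ran from 0.00774 to 0.585 over the other settings.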

Genes in this category include *CXCL14*, *HGF*, *NGF*, *BMP2*, *WNT6*, *HBEGF*, and *TGFB3*, among others (Figure S6c). Taken all together, these observations suggest that a major feature of RPE reprogramming includes the repression of genes associated with the RPE basement membrane, with a simultaneous shift toward the production of remodeling factors and secreted proteins. These results are consistent with a model in which RPE cells in Phase I begin to dedifferentiate, dampen expression of an epithelial gene program, prime themselves to dissociate from the basement membrane, and actively secrete factors that influence and reshape their immediate environment (Figure 6, Table 1). However, the extent to which the early mechanisms of RPE reprogramming overlap with EMT regulation during PVR are yet unclear, and it is also unknown how embryonic RPE ultimately averts fibrosis.

## 4. Discussion

The loss of retinal neurons is irreversible in adult mammals. Following retinal injury, the reparative contribution from mammalian RPE is limited to fibrotic wound closure, which can be readily observed as PVR-derived membranes formed following retinal detachment. An attractive approach to combating retinal cell loss would entail redirecting this fibrotic response toward a regenerative outcome, similar to the spontaneous regeneration of urodele amphibians or the FGF2-dependent processes during embryonic chick reprogramming. Here, we have for the first time conducted a study to uncover the global transcriptional changes associated with early embryonic RPE reprogramming, representing a crucial step in understanding the molecular events that make tissue reprogramming possible. The evidence presented here supports a model in which retinectomy alone initiates a partial reprogramming response, yet this response is not sufficiently robust to sustain committed reprogramming in the absence of exogenously supplied FGF2. 

There are potential therapeutic implications for a model in which RPE transiently reprograms following injury alone, and future studies on this topic will help elucidate the mechanisms which set apart the injury response observed during embryonic stages from the fibrotic outcomes following adult injury. In the RPE of spontaneously regenerating organisms, such as the newt, retinectomy alone is sufficient to induce a gene expression profile characteristic of retinal progenitors, including pluripotency factors and eye field transcription factors [117,118,119]. In previous studies, we demonstrated that this behavior partially holds true in the embryonic chick system but is also in part FGF2-dependent [18]. Here, we reaffirm many of these observations and extend the regulatory network to include other factors characteristic of neural injury and development. Interestingly, the current study further suggests an EMT program is repressed in t-rRPE and robustly activated in rRPE, including prominent regulators of EMT such as *TGFBR2*, *TGFB3*, and *SNAI1* [116]. Numerous studies have implicated TGFB signaling and EMT in the pathogenesis of PVR, and future studies which compare the EMT profile of embryonic and adult models of RPE injury will lend insight to mechanisms underlying the differing outcomes [110,112,113,114,120]. 

Accompanying the EMT program, we observed extensive regulation of ECM factors during embryonic reprogramming. The changes in ECM-associated gene expression can largely be characterized by repression of basement membrane-associated genes in reprogrammed conditions and an increased expression of remodeling factors in the rRPE. Extensive remodeling of the ECM is required during EMT to facilitate the separation of epithelial cells from the basement membrane. Interestingly, there is evidence to suggest a role for cell-ECM interactions in controlling the cell cycle reentry of amphibian RPE. For example, MMPs, which serve roles in the degradation of various ECM components, are up-regulated in regenerating Xenopus RPE and are required for RPE transdifferentiation in-vitro [121]. Given the importance of these interactions, we chose to employ LCM in this study, as it is highly desirable to protect the intact RPE from injury signals while still isolating the cell population with high precision. However, this technique is not without limitations and can suffer from reduced, degraded RNA yields, requiring relatively increased numbers of PCR cycles during library preparation, and ultimately may result in lowered sensitivity to DEG identification. Thus, the targets identified herein via LCM-RNAseq may serve as a non-exhaustive repertoire of genes regulated during early RPE reprogramming.

## 5. Conclusions

We present a comprehensive and in-depth analysis of the gene regulation which occurs during early embryonic RPE reprogramming, facilitated by the use of LCM to capture the native transcript profile. These findings shed light on the biological processes governing the transient, injury-induced reprogramming of the t-rRPE, and committed, FGF2-induced reprogramming of the rRPE. Gene-level analysis points toward extensive regulation of pathways and functions known to be essential to RPE-derived retinal regeneration, including cell proliferation, injury response, MAPK activity, and transcription factor dynamics. Importantly, we observe extensive regulation of EMT-associated genes and ECM remodeling factors in the t-rRPE and rRPE, suggesting that RPE-to-neural retina reprogramming may be facilitated by an EMT program that has been associated with fibrosis in other contexts (Figure 6, Table 1). In conclusion, the genes discussed in this study implicate a diverse set of processes with putative roles in governing embryonic RPE reprogramming and will serve as an important reference for future studies which may further explore the latent plasticity of the RPE.

## Figures and Tables

**Figure 1:**
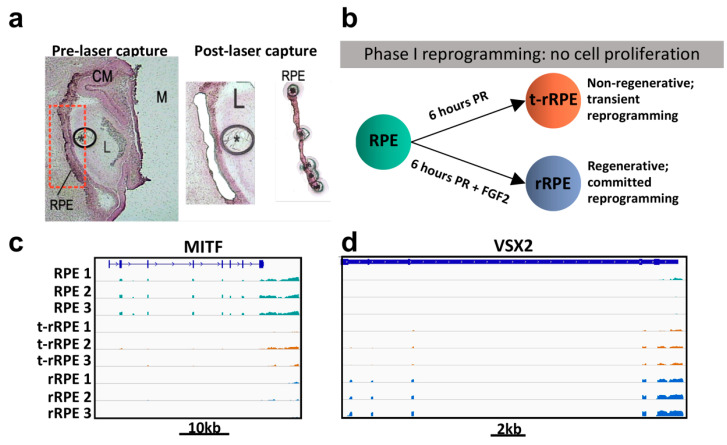
RNA-seq experimental design, quality control, and data are summarized. (**a**) RPE was isolated using LCM. (**b**) RNA-seq was performed on intact RPE, transiently reprogrammed RPE (t-rRPE) 6h post-retinectomy (PR), and reprogrammed RPE (rRPE) 6h PR in the presence of an FGF2-soaked bead. (**c,d**) Snapshot of Integrative Genomics Viewer genome browser of RPE-specific gene *MITF* and retinal progenitor gene *VSX2*, respectively. The scale bar below shows the genomic distance in base pairs. Labels: CM: Ciliary Margin; L: Lens; RPE: Retinal pigment epithelium; *: FGF2-soaked bead.

**Figure 2:**
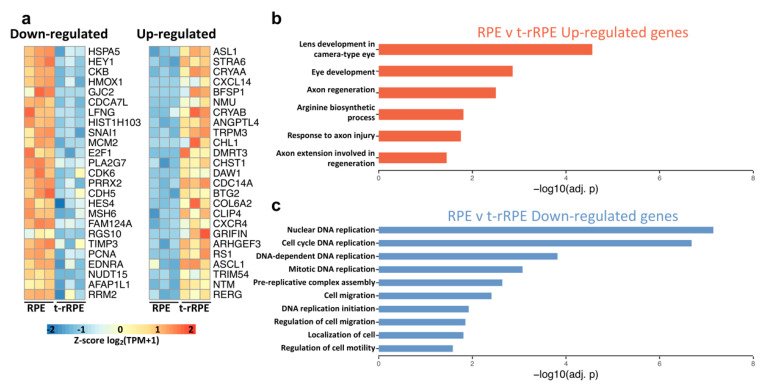
Injury-responsive DEGs control cell cycle dynamics and initiate reprogramming in the early t-rRPE. (**a**) Top 25 up- and down-regulated genes, as ranked by adjusted *p*-value, are displayed in heatmaps. Values are row-normalized. (**b**) Pathway enrichment analysis of up-regulated genes. (**c**) Down-regulated genes were used for pathway enrichment analysis, using the same criteria as in (**b**).

**Figure 3:**
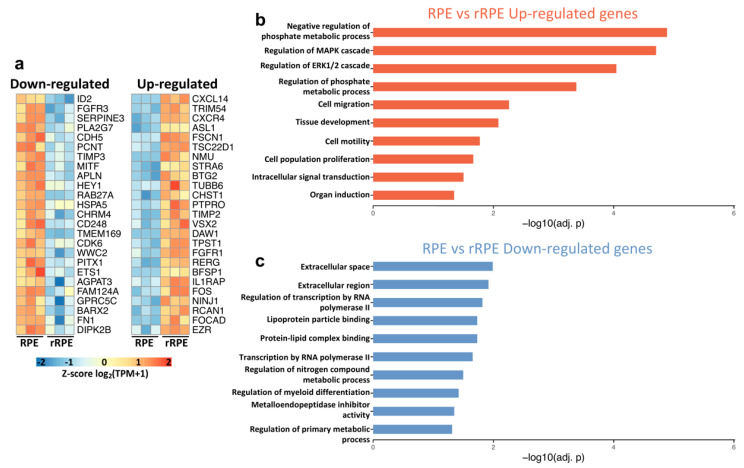
FGF2-responsive genes reveal a unique transcript profile in rRPE. (**a**) Top 25 up- and down-regulated genes are displayed in heatmaps, as ranked by adjusted p-value. Values are row-normalized. (**b**) Pathway enrichment analysis of the 263 up-regulated genes. (**c**) Summary of pathway enrichment results for the 100 down-regulated genes, created with the same criteria as in (**b**).

**Figure 4:**
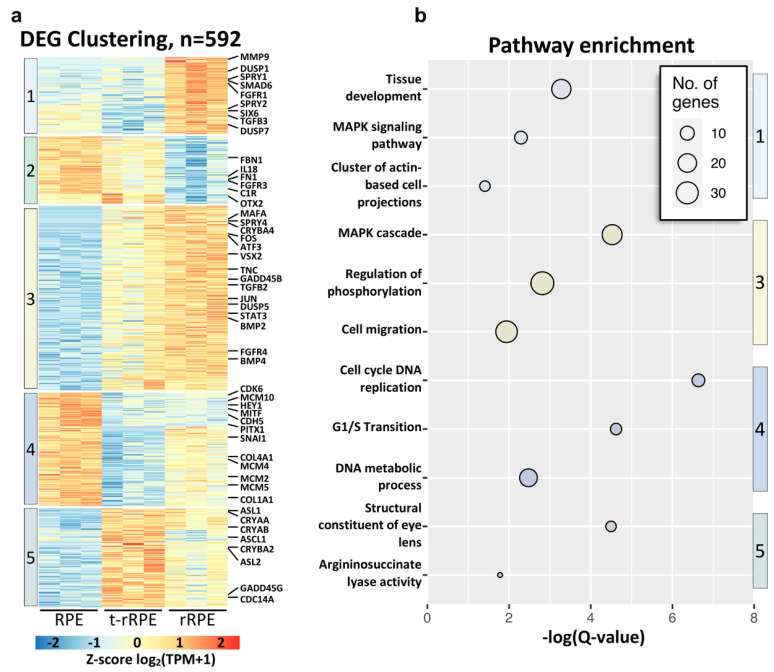
Clustering reveals gene expression dynamics during RPE reprogramming. (**a**) Affinity propagation clustering of 592 non-redundant DEGs delineated five gene clusters adhering to unique expression patterns. The heatmap is row-normalized and notable genes associated with retinal development and regeneration are annotated on the right. (**b**) Bubble chart displays key terms associated with each DEG cluster. The size of each bubble represents the number of DEGs identified for each term; the color of each bubble is associated with the cluster number from (**a**).

**Figure 5:**
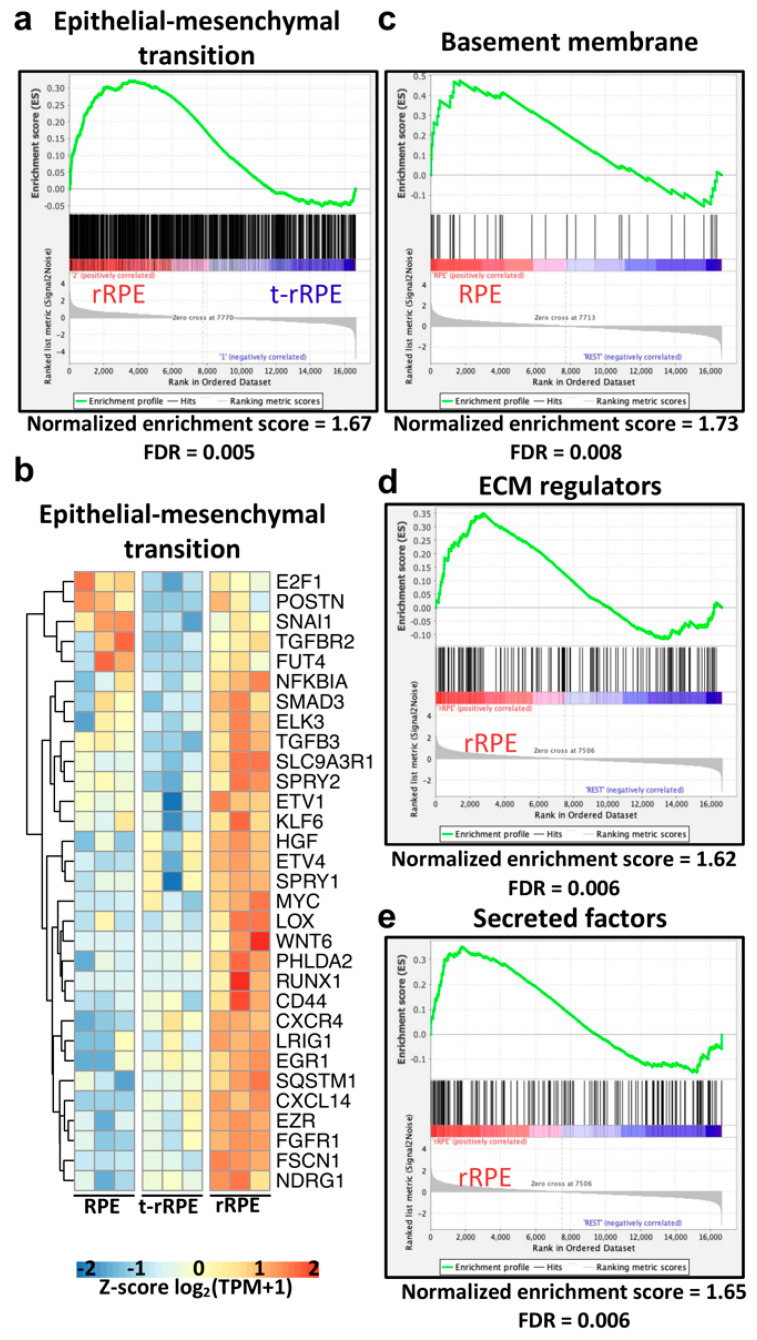
Epithelial-mesenchymal transition genes are highly enriched in the rRPE transcriptome, and extracellular matrix remodeling emerges as a defining feature of reprogramming. (**a**) Gene set enrichment analysis (GSEA) was conducted using the dbEMT 2.0 database and revealed significant enrichment (false discovery rate [FDR] = 0.005) of EMT-associated genes in the rRPE relative to t-rRPE. The GSEA report displays genes associated with the term as black bars, and the running enrichment score is shown above in green. (**b**) Leading edge genes identified in (**a**) are displayed in a row-normalized heatmap to visualize changes in expression. (**c**) GSEA using the Matrisome database revealed Basement membrane-associated genes were significantly enriched in the intact RPE relative to the other combined conditions (t-rRPE and rRPE). Conversely, the Matrisome database terms ECM regulators (**d**) and Secreted factors (**e**) were significantly enriched in rRPE relative to the other conditions (RPE and t-rRPE), suggesting that extensive remodeling of the extracellular matrix, including degradation of the basement membrane, occurs in the presence of FGF2.

**Figure 6:**
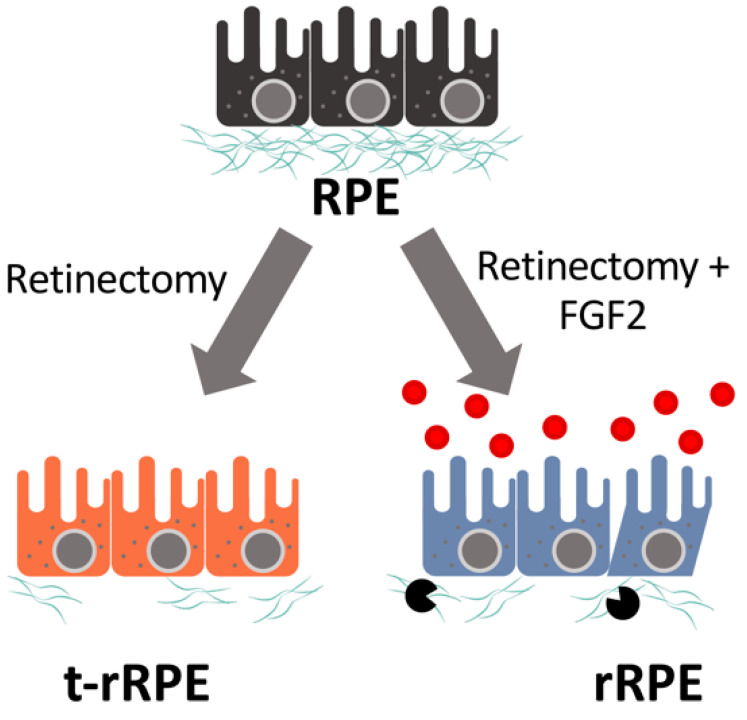
Schematic representation of the changes in gene expression. Major findings from the study are summarized in the diagram and table below, including the key biological processes associated with changes in gene expression in t-rRPE and rRPE. Example genes are listed for each category.

**Table 1:** Associated functions in the t-rRPE and rRPE.

t-rRPE	rRPE
Reduced basement membrane synthesis *COL6A3, COL4A1, LAMA2*	Reduced basement membrane synthesis *COL6A3, COL4A1, LAMA2*
Reduction in EMT machinery *SNAI1, E2F1, TGFBR2, TGFB3*	Activation of EMT machinery *SNAI1, E2F1, TGFBR2, TGFB3*
Transient reprogramming *ASCL1*	Retinal progenitor profile *VSX2, ASCL1, SIX6*
Suppression of proliferation *MCM2/4/5/10, CDK6*	Production of secreted factors *PDGFD, CXCL14, WNT6, NGF, HGF*
Injury and damage-response *CRYAA, CRYAB, CRYBA2, GADD45G*	ECM remodeling *ADAMTS9, MMP9, LOXL2, PLOD1*
---	MAPK transcript profile *SPRY1/2, DUSP1/7*
---	AP-1 transcription factor expression *FOS, JUN, ATF3, MAFA*

## Data Availability

All code and resultant output files are available upon reasonable request to the authors. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [122] and are accessible through GEO Series accession number GSE157129 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157129, accesssed on 28 May 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12060840/s1, Figure S1: High-quality RNA-seq reads were aligned to the chicken genome to assay gene expression. Figure S2: Quality metrics summarize the suitability of the RNA-seq data for downstream analysis. Figure S3: Volcano plots and Jensen disease database summarize transcriptome changes in the t-rRPE and rRPE. Figure S4: Affinity propagation clustering reveals 5 groups of expression patterns associated with reprogramming. Figure S5: GSEA demonstrates an overall repression of EMT-related transcripts in the t-rRPE (enrichment score= −1.23), and an enrichment of EMT transcripts in the rRPE (enrichment score= 1.41). Figure S6: Heatmaps display the top leading edge genes associated with GSEA findings. Supplementary File S1: FileS1_DEG-testing_t-rRPE_vs_RPE.xlsx contains pairwise differential expression testing results of t-rRPE vs. RPE. Supplementary File S2: FileS2_DEG-testing_rRPE_vs_RPE.xlsx contains pairwise differential expression testing results of rRPE vs. RPE. Supplementary File S3: FileS3_DEG-testing_rRPE_vs_t-rRPE.xlsx contains pairwise differential expression testing results of rRPE vs. t-rRPE. Supplementary File S4: FileS4_Pairwise-Pathway-Enrichment.xlsx contains g:Profiler pathway enrichment results for pairwise DEGs. Supplementary File S5 FileS5_Clustering-Pathway-Enrichment-Network.xlsx contains results for g:Profiler pathway enrichment analysis of AP clustering results, as well as genes associated with each cluster. Table S1: Top differentially expressed genes in RPE vs. t-rRPE comparison are displayed in table format. Table S2: Top differentially expressed genes in RPE vs. rRPE comparison are displayed in table format.

## Abbreviations

DEG: differentially expressed gene. DUSP: dual-specificity phosphatase. ECM: Extracellular matrix. EMT: Epithelial-mesenchymal transition. FDR: False discovery rate. FGF2: Fibroblast growth factor 2. GSEA: Gene set enrichment analysis. LCM-RNAseq: Laser capture microdissection followed by bulk RNA-sequencing. MAPK: Mitogen-activated protein kinase. PR: Post-retinectomy. PVR: Proliferative vitreoretinopathy. RPE: Retinal pigment epithelium. rRPE: Reprogrammed RPE. t-rRPE: transiently reprogrammed RPE. TPM: Transcripts per million.

How the deposited data were processed for this re-analysis (not part of the article)

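RNA of laser-captured RPE was measured in 9 samples, 3 embryos each of intact RPE, t-rRPE (6 h after retinectomy) and rRPE (6 h after retinectomy with an FGF2 bead). The authors trimmed the reads with Trim Galore, aligned them with STAR, counted them over annotated genes with StringTie, and divided them by a DESeq2 size factor of each library. The deposited signal is this normalized count for 16635 genes in each of the 9 libraries, as the methods of the paper and the deposited record describe. This was checked on the values, and in each library every value was a whole multiple of 1 step (share 1), worth 0.768 to 1.303 normalized counts, so whole reads could be recovered. Size factors computed again from those reads equalled those of DESeq2. Recovered reads came to 36418116, 44995956 and 45563924 for RPE, 32877434, 37645865 and 26167206 for t-rRPE, and 33553099, 32346059 and 33805965 for rRPE. Between 13327 and 14077 genes held a read in a library. A group in which each library held at most 3 reads was treated as a floor. Folds against such a group are lower bounds, given as the mean normalized count of the other group over 3 reads.

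The 16535 genes with a summed normalized count of at least 20 were tested and the other 100 left out. Values were taken as log2(normalized count + 1) and fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend) in 1 group-means model of all 9 libraries, with no pairing of replicate numbers. The contrasts were t-rRPE against RPE, rRPE against RPE, rRPE against t-rRPE, and for Figure 5 RPE or rRPE against the mean of the other two groups. Adjusted p values are from limma with Benjamini-Hochberg correction over all genes tested, and DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Non-overlapping groups are those in which all libraries of one lie above all of the other, which chance gives for 10% of genes in either direction and for 5% in a given one. Separation of the conditions was tested exactly over 280 partitions of the libraries, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Clusters were recomputed with the affinity propagation of scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

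Gene lists were tested with camera of limma at a correlation of 0.01, two-sided, with adjusted p values over 9 list tests. They were written by hand, since dbEMT, the matrisome and g:Profiler were not used here, and cover DNA replication, lens, MAPK feedback, EMT, basement membrane, ECM regulators and secreted factors. Lists of lens, endothelial, mesenchyme, neural retina, RPE identity and erythroid genes were tested in each pairwise comparison, adjusted over 18 tests. Lists of G2 and M phase, immediate early, unfolded protein response, heat shock, hypoxia, axon injury and housekeeping genes were added after the data had been seen and adjusted over 27 tests. The lists hold genes that the study reported from these same libraries, and their number is given with each list.

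The model fits were tested on simulated data with 200 changed genes of 14640. There limma recovered 93 of them with 7 false calls, edgeR 86 with 3, unshrunken DESeq2 122 with 88, and DESeq2 with its normal prior 118 with 22. The DESeq2 fits were given 15229 genes, without the filter on low counts that the paper applied. These counts come from a single simulation, drawn with dispersions estimated by edgeR, and do not measure the false calls of the paper's test. A simulated list shifted by -1 came back at -1.11, and an unchanged list gave a camera p of 0.232. The separation test gave an exact p of 0.0036 for shifted and of 0.771 for unshifted simulated groups.

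Alternatives covered offsets of 0.5 and 5, no filter, a mean normalized count of at least 10, quantile normalization, upper-quartile rescaling, the replicate number as a block, each library left out in turn, limma without the trend, and only the 6 samples of the groups compared. They also covered edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald test) on recovered reads, the latter unshrunken or with its normal prior, because apeglm was not installed. For lists they covered the correlation estimated from the data, fry, and the genes that the paper does not name. Chromosomes were taken from a reference annotation for 10855 genes matched by symbol.

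The text names each gene that the Results text or Figures 2a, 3a, 4a or 5b name where a passage is about it. For each comparison it also names the 5 genes with the largest rise and the 5 with the largest fall, among DEGs with a gene symbol, non-overlapping groups and a mean normalized count of at least 10. Genes of the tested lists are named where a list is tested. A few of these genes are not reported here. The chosen W-linked transcripts were picked after their values were seen. *COL4A6*, *LAMA2* and *NID2* were found under no such name. Read alignment rates, genomic read distribution, pathway terms and images were not analysed here. Of the supplementary tables of fold changes, only the part held was used.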

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

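The tests of random gene lists and of the share of Z-linked and W-linked genes were chosen only after the result was seen.

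A signal appeared in data that the paper did not analyse, the sex-linked genes. *HINTW*, a transcript of the W chromosome, stood at normalized counts of 128872, 102583 and 106839 in RPE, at 147356, 0 and 0 in t-rRPE, and at 0, 0 and 0 in rRPE (replicates 1, 2 and 3). W-linked *SPIN1W* stood at 1383, 1429 and 1220 in RPE, at 1930, 14 and 4 in t-rRPE, and at 7, 7 and 15 in rRPE. The 487 Z-linked genes had a median log2 fold change of 0.6517 in rRPE against RPE (390 higher) and of 0.393 in t-rRPE against RPE (341 higher). Between rRPE and t-rRPE it was 0.2684 (338 higher). The medians of 9787 autosomal genes were -0.0039, -0.0239 and 0.0316. In each comparison 0 of 10000 random autosomal lists gave a median as large, the highest being 0.103, 0.115 and 0.1514. Library by library, the Z-linked medians were -0.384, -0.232 and -0.292 in RPE, -0.332, 0.23 and 0.338 in t-rRPE, and 0.392, 0.306 and 0.361 in rRPE, on the log2 scale relative to the mean of each gene. Leaving out t-rRPE replicate 1 moved the median to 0.6409 in t-rRPE against RPE and to 0.0742 between rRPE and t-rRPE. Leaving out t-rRPE replicate 3 gave 0.255 in t-rRPE against RPE. In rRPE against RPE it stayed between 0.5923 and 0.6761.

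A candidate explanation is the sex of the embryos, since female chicks carry a W and 1 Z chromosome and males carry 2 Z chromosomes. The Z-linked median of 0.6517 has the direction and kind of genes that this needs. The design gives no sex for any sample, so a difference in sex was not known beforehand and stays a hypothesis. An effect of the condition alone would not give t-rRPE replicate 1 the *HINTW* level and Z-linked median of the RPE libraries, though this rests on 1 library. A library from the wrong condition is argued against. At 115 autosomal genes called between rRPE and RPE in a fit without t-rRPE, t-rRPE replicate 1 lay nearer rRPE at 60% of genes, against 48.7% and 68.7% for replicates 2 and 3, where an RPE library would lie near RPE at most of them. Small admixtures were not tested. The authors' normalization, library size and abundant genes act on all chromosomes and would not part Z-linked from autosomal genes.

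Sex-linked genes were a larger share of the DEGs of rRPE against RPE. Of 129 DEGs matched to a chromosome, 13 were Z-linked and 2 W-linked, which is 11.6% against 4.7% of 10855 genes tested (Fisher exact p = 0.000962). In t-rRPE against RPE the share was 3.6% of 84 (Fisher exact p = 1), and in rRPE against t-rRPE 0 of 8 DEGs were sex-linked (Fisher exact p = 1). These 15 DEGs of rRPE may therefore follow sex and not FGF2.

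For the DEGs off the Z and W chromosomes the tables do not settle the matter. In t-rRPE replicate 2, without *HINTW*, 48.7% of the 115 autosomal genes lay nearer rRPE, and in replicate 1, with *HINTW*, 60% did. This order is the opposite of what sex would give. In t-rRPE replicate 3, also without *HINTW*, 68.7% did, which is the order that sex would give. The libraries thus show no consistent order, and each value rests on a single library. Between rRPE and RPE the *HINTW* level and the condition coincide in each library, so that their effects on autosomal genes cannot be told apart. With the *HINTW* level as a covariate, chosen after seeing the data, 3 DEGs were found in rRPE against RPE, 0 of them among the 170 without it (1762 genes at an unadjusted p of at most 0.05), against 181 in t-rRPE and 0 between rRPE and t-rRPE (2147 and 1333). That fit rests on t-rRPE replicate 1 alone for the part of the covariate that differs from the groups.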

How the results depend on the processing

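Most alternatives were set before the data were examined. Those for the cell type lists, libraries left out for the clusters, and the *HINTW* level as a covariate were chosen after seeing the data. No other tests here were chosen after the result.

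Offsets of 0.5 and 5, no filter, a mean normalized count of at least 10, quantile normalization and upper-quartile rescaling kept the number of DEGs within 1.5 times of limma's 111, 170 and 9. They gave 95 to 116 in t-rRPE against RPE, 156 to 193 in rRPE against RPE and 9 to 10 between rRPE and t-rRPE, and shared at least 94, 154 and 9 of the limma DEGs. Over 414 pairs of a named gene and a comparison, no filter changed none, upper-quartile rescaling 3, a mean of at least 10 changed 5, quantile normalization 12, and offsets of 0.5 and 5 changed 13 and 15. The 18 tests of cell type lists kept their direction and side of the threshold under each of these settings and under the replicate block.

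Larger changes came from the model. Without the trend limma gave 73, 71 and 31 DEGs (43, 48 and 2 of them shared). Only the 6 samples compared gave 0, 231 and 0 (1689, 2284 and 1276 at an unadjusted p of at most 0.05). edgeR gave 48, 101 and 6 (48, 100 and 6 shared), DESeq2 without shrinkage 515, 577 and 231 (110, 162 and 9 shared), and DESeq2 with the normal prior 288, 333 and 123 (94, 132 and 9 shared). With the *HINTW* level as a covariate the counts were 181, 3 and 0 (2147, 1762 and 1333 unadjusted). The cause of these changes was not tested. With the replicate number as a block the counts were 64, 132 and 6. The numbers do not pair the samples, since residuals of libraries with the same number correlated at -0.039 to 0.069, so that the block mainly removes degrees of freedom.

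Leaving out 1 library gave 0 to 109 DEGs in t-rRPE (0 without rRPE replicate 1 and without t-rRPE replicate 3, 109 without t-rRPE replicate 1), 0 to 187 in rRPE (0 without rRPE replicate 1, 187 without t-rRPE replicate 1), and 0 to 1 between them. Without rRPE replicate 1 the unadjusted counts were 1847, 1663 and 1225. Of 138 calls among the named genes, 13 held under each of the other settings run for them (12 at most, since some fits gave no value for some genes or comparisons), and 0 with each library left out. Across these fits 887 of 3726 results of named genes fell below the threshold, 16 rose above it and 42 reversed. In t-rRPE against RPE, rRPE replicate 1 belongs to neither group, so leaving it out changed no fold change there. The medians of replication and lens genes stayed at -1.0924 and 4.4774. Only the estimate of the spread and its degrees of freedom changed in that comparison. Why single libraries weigh so differently was otherwise not tested.

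The medians of the replication, lens and MAPK feedback genes kept their direction in all settings run, and their side of the threshold when adjusted over the 9 list tests. With the estimated correlation this rests on the number of tests, since the adjusted p was 0.0494, 0.04082 and 0.0494 over 9 tests, but 0.05994 for lens genes over the 18 tests of cell type lists, and 0.09849 for replication and for MAPK feedback genes over 27 tests. The median of the EMT genes in rRPE against RPE was 0.0432 (without RPE replicate 1, adjusted p = 0.112) to 0.2004 (without RPE replicate 3) with 1 library left out, 0.1351 with the correlation estimated from the data (adjusted p = 0.062), and 0.0243 over the genes that the paper does not name (adjusted p = 0.669), against 0.00415 to 0.669 over all alternatives. Over unnamed genes the median between rRPE and t-rRPE was 0.1578 (adjusted p = 0.22, 3.4e-05 to 0.22 over all). There fewer genes are tested, and the genes left out were named partly for their change in these samples. The secreted factors passed with a mean normalized count of at least 10 (0.4252, adjusted p = 0.0119), with the estimated correlation (0.2285, adjusted p = 0.0494) and with fry (0.2285, adjusted p = 0.00965), against 0.00965 to 0.669 over all. The cause was not tested. Basement membrane genes in RPE ran from -0.1831 (without rRPE replicate 1) to 0.0529 (without t-rRPE replicate 1) with 1 library left out, stood at -0.3108 over the genes that the paper does not name and at -0.291 with the *HINTW* covariate, and the cause was not tested. The tests of EMT genes in t-rRPE and of ECM regulators did not pass in any setting run. The index of the clusters ran from 0.5375 (without RPE replicate 1) to 0.8282 (without rRPE replicate 1).

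Among cell type lists with 1 library left out, the median in t-rRPE against RPE ran from -0.4803 to 0.1058 for neural retina and from -0.0811 to 0.106 for RPE identity genes. In rRPE against RPE it ran from -0.1219 to 0.4342 for neural retina and from -0.5598 to 0.0834 for erythroid genes, and between rRPE and t-rRPE from -0.2301 to 0.3218 for endothelial genes. Of 162 such values 8 reversed, 8 fell below the threshold and 2 rose above it, and the cause was not tested. With the estimated correlation 12 of the 18 tests fell below the threshold and with fry 7.

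Of single genes, *SDHA* reversed between rRPE and t-rRPE under quantile normalization (-0.0009), unshrunken DESeq2 (-0.001) and DESeq2 with the normal prior (-0.0009). For *BFSP1* the values were -0.0296, -0.9066 and -0.4357, with -0.8895 in edgeR. *SPRY1* in t-rRPE against RPE turned to 0.7183 in edgeR, 0.7278 in unshrunken DESeq2 and 0.3247 with the normal prior. Across the fits without 1 library, log2 fold changes of both signs were found between rRPE and t-rRPE for *AXIN2* -0.59 to 0.012, *BFSP1* -1.49 to 0.92, *CDH5* -0.37 to 0.12, *CRYBA4* -0.11 to 0.76, *ETS1* -0.38 to 0.015, *GAPDH* -0.088 to 0.26, *MAFA* -0.32 to 2.07, *NREP* -0.40 to 0.026, *PITX1* -0.62 to 0.34, *SDHA* -0.080 to 0.11, *TGFB2* -0.55 to 0.13 and *TIMP3* -0.64 to 0.10. In t-rRPE against RPE they were *COL8A1* -0.21 to 1.12, *DUSP1* -0.73 to 1.12, *FMN1* -0.51 to 0.28, *RASA2* -0.25 to 0.44, *SDHA* -0.32 to 0.063 and *SPRY1* -0.88 to 1.33, in rRPE against RPE *SDHA* -0.31 to 0.069 and *TGFBR2* -1.5 to 0.97, and in RPE against the rest *NID1* -0.096 to 0.24 and *NTNG1* -0.090 to 0.24. The cause was not tested.

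Depth limits the genes near the floor. In 26 DEGs of t-rRPE and 36 of rRPE against RPE, and in 1 between them, a group held at most 3 reads in each library, so that only a bound of the fold can be given. The library with the fewest reads, t-rRPE replicate 3 (26167206), sets the reads to which the libraries could be made equal.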

Differences from the paper's values

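No tests in this part were chosen only after the result was seen.

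With limma, 111 DEGs were found in t-rRPE and 170 in rRPE relative to RPE and 9 between rRPE and t-rRPE, against the paper's 296, 363 and 127. Up- and down-regulated were 59 and 52 in t-rRPE, against the paper's 175 and 121, and 112 and 58 in rRPE, against the paper's 263 and 100. The 3 comparisons together held 231 genes, against the paper's 592. Of the alternatives set before the data were examined, DESeq2 with the normal prior on recovered reads came within 1.5 times of the paper's value for each of these (288, 333 and 123 DEGs, 156 and 132 in t-rRPE, 227 and 106 in rRPE, 569 together). For the down-regulated genes of rRPE an offset of 5 (71), the fit without t-rRPE replicate 1 (70) and the fit of only the 6 samples (84) were within 1.5 times as well. The other alternatives did not.

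The fewest reads of a library were 26.2 M, against the paper's 44.5 M, where the former counts only reads on genes and the latter all high-quality reads. No alternative changes this value. For *SOCS3* in rRPE against RPE the log2 fold change was 6.7708, against 3.15961 in the paper's supplement (SE 2.63597). The paper applied apeglm shrinkage to its fold changes, and the limma value is not shrunken. DESeq2 without shrinkage gave *SOCS3* the adjusted p of the supplement (0.0383). Of the alternatives set before the data were examined, leaving out RPE replicate 1 (5.07), edgeR (4.70), DESeq2 without shrinkage (4.71) and DESeq2 with the normal prior (0.70) came within the larger error, and the others did not.

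In t-rRPE the paper calls *MITF*, *GADD45G*, *STAT3*, *AXIN2*, *NTRK3*, *TNC*, *JUN*, *NREP*, *SEMA3G*, *FN1*, *COL1A1*, *TGFB2*, *FAM124A* and *GRIFIN*, and limma called none of them (limma adjusted p of 0.053 to 0.201). DESeq2 without shrinkage and DESeq2 with the normal prior called each of them (adjusted p of 9.3e-07 to 0.026). For *GADD45G*, *STAT3*, *AXIN2*, *NTRK3*, *TNC*, *JUN*, *NREP* and *TGFB2* the adjusted p of unshrunken DESeq2 equalled that of the paper's supplement (2.6e-04 to 0.026). That fit therefore repeats the paper's test for these genes. Some of the genes called by the paper were also called with other settings, namely *TNC* and *NREP* with the replicate block, *SEMA3G* and *FAM124A* with an offset of 5, and *GRIFIN* without the trend, with an offset of 0.5, with a mean normalized count of at least 10 and without t-rRPE replicate 1.

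In rRPE the paper calls *FGFR4*, *ATF3*, *SPRY1*, *SPRY4*, *DUSP1*, *BMP2*, *BMP4*, *PITX1*, *RARRES1*, *TGFB2*, *CD248* and *DIPK2B*, and limma called none of them (limma adjusted p of 0.0504 to 0.24). DESeq2 without shrinkage called each of them (adjusted p of 4.8e-06 to 0.0305), and with the normal prior each except *SPRY4*. An offset of 5 called *ATF3*, *DUSP1*, *CD248* and *DIPK2B*, quantile normalization *DUSP1*, *CD248* and *DIPK2B*, the replicate block *DUSP1*, and a mean of at least 10 and edgeR *CD248*. The fit of only the 6 samples and the fit without t-rRPE replicate 2 called *SPRY1*, *SPRY4*, *DUSP1*, *BMP2*, *PITX1* and *RARRES1*.

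Among the clustered genes that the paper names, limma called *RASA2*, *LIMA1*, *CGNL1*, *RHOF*, *FMN1*, *IL18*, *C1R*, *MAP3K4*, *CCL19*, *VEGFD* and *MCM10* in no comparison (limma adjusted p of 0.0592 to 0.197 in rRPE against RPE), nor *SIX6*, *DUSP7*, *SPRY2*, *ACTN1*, *MYO1E* and *COL8A1* (limma adjusted p of 0.0987 to 0.394 between rRPE and t-rRPE), nor *MCM4* (adjusted p = 0.0891 in t-rRPE against RPE). DESeq2 without shrinkage called each in those comparisons (adjusted p of 9.1e-05 to 0.043, 2.0e-05 to 0.0247 and 0.00343), and with the normal prior each except *CCL19*. *LIMA1* and *CCL19* were also called without t-rRPE replicate 2, *CCL19* with only the 6 samples, and *VEGFD* with quantile normalization and the replicate block. *MCM3*, which the paper places in cluster 4, was not found among the clustered genes, and it was called only without t-rRPE replicate 1. The paper places *SPRY4* among the genes without a response to retinectomy alone. Elsewhere it counts *SPRY4* among cluster 3 genes that it describes as elevated in t-rRPE. DESeq2 without shrinkage called *SPRY4* in t-rRPE (adjusted p = 0.00747), and limma did not (adjusted p = 0.393).

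The paper states that EMT genes are depleted in t-rRPE. The median log2 fold change of the list used here was 0 (36 higher, 37 lower, adjusted p = 0.673). The paper counts *SNAI1* and *TGFBR2* among the genes elevated in rRPE. They lay above t-rRPE, and below or level with RPE (-1.10 and -0.03). The paper states that basement membrane genes are enriched in intact RPE, and the list used here had a median of -0.09 in RPE. *NTNG1* and *NID1*, named as depleted, were lower in rRPE than in RPE (log2 fold changes of -0.47 and -0.51, adjusted p of 0.675 and 0.582) and higher in t-rRPE (0.25 and 0.37, adjusted p of 0.79 and 0.672), and none of these was called. For *COL8A1*, placed among genes changed by FGF2 alone, the t-rRPE libraries stood at 1559, 248.2 and 961. ECM regulators and secreted factors, enriched in rRPE in the paper, did not pass with camera (adjusted p of 0.099 and 0.0796). The secreted factors passed with a mean normalized count of at least 10, with the estimated correlation and with fry, and no setting run called the ECM regulators. The paper states that clusters 4 and 5 vary more, while the median SD of z scores was 0.537 there and 0.555 in clusters 1 to 3. On the log2 scale it was 0.577 and 0.571, in the direction the paper states. It describes replicates as congruent and forming distinct groups, while each t-rRPE library correlated most with an rRPE library.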

Other observations

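The tests of lens carry-over, of a heat-shock response and of neighbouring tissue were chosen only after the result was seen.

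The number of DEGs was set against other ways of splitting the libraries. In each comparison 1 of the 10 splits of the 6 samples, the real one, gave as many genes. The highest count among the other splits was 1 for t-rRPE against RPE, 0 for rRPE against RPE and 6 for rRPE against t-rRPE. With 10 splits the share cannot fall low enough to exclude a grouping by accident. In the 50 simulations without any difference, 0 to 2 genes were called in each comparison with RPE, against 111 in t-rRPE and 170 in rRPE. These simulations drew t-rRPE and rRPE around the observed RPE means, so that the sampling error of RPE was left out. Their counts are therefore likely too low a level for chance, and the question stays open for each comparison. The real split stood further above the other splits in the comparisons with RPE than in rRPE against t-rRPE.

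Lens genes were higher in t-rRPE, with a median log2 fold change of 4.48. Unequal library size is argued against, since with each library thinned to the reads of the smallest the median was 4.3543 (camera adjusted p = 1.0e-16). A general heat-shock response is argued against by the median of -0.2346 of 22 heat shock genes, of which 17 were lower in t-rRPE (0 named by the paper). Lens tissue carried over with the captured cells stays open as a candidate explanation. Over the 6 injured libraries the SD of the log2 ratio to *ASL1* was 0.234 for *CRYAA*, 0.13 for *ASL2* and 0.303 for *CRYBA2*, small beside the SD of *ASL1* itself (1.572). For *BFSP1* and *CRYBA4* it was 1.549 and 1.945, as large as or larger than it. The lens genes with the highest levels were *ASL1* (means of 125, 177543 and 32577 in RPE, t-rRPE and rRPE), *ASL2* (130.5, 21349.7 and 3276) and *CRYAA* (27.7, 12267 and 2169.7), each carried mostly by t-rRPE replicate 2, where they stood at 332972, 40652 and 21424, against 39430.0, 4365 and 2646 in replicate 1. Of the 20 lens genes 10 had a mean of at least 10 in RPE. A common regulator of the crystallins in RPE cells would give the same proportions, so that carried-over tissue and expression by RPE cells cannot be told apart here.

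Replication genes were lower in t-rRPE. Unequal library size is argued against by the thinned libraries (median log2 fold change -1.0926, camera adjusted p = 1.3e-27). Fewer cycling cells of neighbouring tissue stay open. Within groups the scores of the replication and mesenchyme lists correlated at 0.357 (exact p = 0.282, adjusted over 4 relations 0.413), and at -0.135 without t-rRPE replicates 1 and 2. Replication and endothelial scores correlated at -0.083 (exact p = 0.843), and replication and G2 and M phase scores at 0.778 (exact p = 0.185). These 9 libraries are too few for the tests to decide, and the explanation cannot be told apart from a change within RPE cells.

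Endothelial and mesenchyme genes were lower in both injured groups. Less neighbouring tissue in the injured libraries could account for it. Within groups the scores of these lists correlated at 0.687 (exact p = 0.31), and at 0.419 without RPE replicates 1 and 2. The most abundant endothelial genes were *PODXL* (means of 5929, 2758 and 5468 in RPE, t-rRPE and rRPE), *PECAM1* (2032, 2124 and 2267) and *CDH5* (2618, 594 and 516). Those of mesenchyme were *COL1A2* (6804, 8514 and 9295), *COL5A1* (6830.3, 5885 and 5332) and *COL5A2* (2259, 3353 and 2891), so that except for *CDH5* these abundant genes fell less than the lists, or rose. Of 27 endothelial genes 27 and of 35 mesenchyme genes 32 had a mean of at least 10 in RPE, and RPE cells may express some of them. The relation is too weak over 9 libraries to decide, and a loss of tissue cannot be told apart from a change of expression.

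Between rRPE and t-rRPE the median log2 fold change was 0.16 for endothelial (adjusted p = 0.612, 3 of 27 genes named by the paper) and 0.62 for mesenchyme genes (adjusted p = 0.102, 6 of 35 named), and for 31 neural retina genes (3 named) it was -0.45 in t-rRPE against RPE (adjusted p = 0.152). Endothelial genes turned to -0.23 without t-rRPE replicate 1, neural retina genes to 0.11 without RPE replicate 1, and mesenchyme genes went to 0.034 without t-rRPE replicate 2. For 15 erythroid genes, none named by the paper and all at a mean of at least 10 in RPE, it was -0.77 in t-rRPE (adjusted p = 0.000134, 0.317 with fry) and -0.20 in rRPE (adjusted p = 0.108), with 0.58 between rRPE and t-rRPE (adjusted p = 0.0167, 0.435 with fry). In t-rRPE the median was -0.49 without t-rRPE replicate 1, in rRPE it turned to 0.083 without rRPE replicate 2 and passed without rRPE replicate 3 (-0.56, adjusted p = 0.00237), and between rRPE and t-rRPE it was 0.23 without rRPE replicate 3 (adjusted p = 0.688). Their most abundant gene, *HBBR*, stood at 84952, 124705 and 130082 in RPE, 43686, 114312 and 54201 in t-rRPE and 93244, 61501 and 158377 in rRPE, so that globin transcripts were plentiful in every library.

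Lists added after the data had been seen gave the following medians in t-rRPE, in rRPE and between rRPE and t-rRPE. They were -0.28 (camera adjusted p = 2.3e-05, 0.0199 with fry), -0.09 (0.0714) and 0.17 (0.00264, 0.0892 with fry) for 26 genes of the unfolded protein response (1 named), and 0.11 (0.306), 0.19 (0.00889, 0.0709 with fry) and 0.10 (0.0777) for 26 hypoxia genes (2 named). Heat shock genes had -0.01 in rRPE (0.721) and 0.29 between rRPE and t-rRPE (0.00264, 0.205 with fry), and G2 and M phase genes -0.29 (0.00285, 0.575 with fry) and 0.13 (0.0356, 0.672 with fry). For axon injury genes these were 1.08 (1.3e-06, 0.00256 with fry) and 0.50 (0.703). Between rRPE and t-rRPE immediate early genes stood at 1.05 (2.8e-05, 0.0199 with fry) and housekeeping genes at 0.05 (0.252).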
